# Parp3 promotes astrocytic differentiation through a tight regulation of Nox4-induced ROS and mTorc2 activation

**DOI:** 10.1038/s41419-020-03167-5

**Published:** 2020-11-06

**Authors:** José-Manuel Rodriguez-Vargas, Kathline Martin-Hernandez, Wei Wang, Nicolas Kunath, Rajikala Suganthan, Jean-Christophe Amé, F. Javier Oliver, Jing Ye, Magnar Bjørås, Françoise Dantzer

**Keywords:** Neuroscience, Stem-cell differentiation

## Abstract

Parp3 is a member of the Poly(ADP-ribose) polymerase (Parp) family that has been characterized for its functions in strand break repair, chromosomal rearrangements, mitotic segregation and tumor aggressiveness. Yet its physiological implications remain unknown. Here we report a central function of Parp3 in the regulation of redox homeostasis in continuous neurogenesis in mice. We show that the absence of Parp3 provokes Nox4-induced oxidative stress and defective mTorc2 activation leading to inefficient differentiation of post-natal neural stem/progenitor cells to astrocytes. The accumulation of ROS contributes to the decreased activity of mTorc2 as a result of an oxidation-induced and Fbxw7-mediated ubiquitination and degradation of Rictor. In vivo, mTorc2 signaling is compromised in the striatum of naïve post-natal *Parp3*-deficient mice and 6 h after acute hypoxia-ischemia. These findings reveal a physiological function of Parp3 in the tight regulation of striatal oxidative stress and mTorc2 during astrocytic differentiation and in the acute phase of hypoxia-ischemia.

## Introduction

In the developing and adult mammalian brain, continuous neurogenesis and brain plasticity depend on the sustained activity of neural stem/progenitor cells (NPSCs) which mainly reside in two neurogenic niches: the subventricular zone (SVZ) in the walls of the lateral ventricles and the subgranular zone (SGZ) of the dentate gyrus (DG) in the hippocampus. In both regions, NPSCs self-renew, migrate and retain the ability to differentiate into neurons, astrocytes and oligodendrocytes. Each step is tightly regulated by a variety of intrinsic and extrinsic molecular properties including the regulation of gene expression, morphogenic signaling pathways and cellular metabolism^1^. Among the many metabolic pathways that control NPSCs function and differentiation, the regulation of reactive oxygen species (ROS) production and the maintenance of an optimal redox state are central. Under physiological conditions, ROS act as important chemical modulators of signaling during neuronal development. In contrast abnormally increased levels of ROS have been linked to neuronal toxicity, aging and neurodegenerative diseases^2^.

Astrocytes are CNS-resident cells that beside providing metabolic and structural support and mediating neurotransmission are key in the control of redox homeostasis to secure nearby neuronal survival and function^3,4^. Unlike neurons, astrocytes generate high levels of mitochondrial ROS^5^. Moreover, an enzymatic source of ROS production through the activity of Nadph oxidases (Nox) has been largely documented in primary as well as stable astrocytic cultures^6–8^. Recently, the astrocytic mitochondrial ROS have been defined as pivotal regulators of brain metabolism and behavior^9^. However, during stress conditions in brain, such as cerebral ischemia, CNS inflammation and elevated levels of chemokines, high levels of ROS contribute to the dysfunction of astrocytes that consequently compromise tissue regeneration or aggravate neurotoxicity^10,11^. Thus, it is essential understanding the regulation of ROS production and the maintenance of redox homeostasis during neurogenesis and identifying the molecular players involved.

Oxidative damage in DNA is repaired primarily via the base excision repair pathway (BER). Functional disruption of enzymes that are involved in the processing of oxidative damage via the BER in mice have been causally associated with deficiencies in cognitive performance, in the resolution of neuroinflammation or in ischemic stroke recovery^12–15^.

Poly(ADP-ribose) polymerase 3 (PARP3) is a member of the PARP protein family that catalyzes mono-ADP-ribosylation (MARylation), the addition of a single ADP-ribose unit onto its protein or DNA targets. PARP3 has been characterized for its functions in the repair of DNA double-strand breaks via non homologous end-joining^16–19^, in the ADP-ribosylation of chromatin at site specific single strand breaks^20–22^, in chromosome rearrangements^23,24^, in mitotic segregation^17^ and in transcriptional regulation in the zebrafish^25^. More recently, PARP3 has also been defined for its contribution in tumor aggressiveness exemplifying its selective inhibition as an encouraging therapeutic strategy for chemo-resistant breast cancers^26,27^. However, whether and how PARP3 regulates physiological functions or failings has not been addressed yet. Here we identify and decipher a significant role of Parp3 in the modulation of Nox4-induced ROS that governs the activation of mTorc2 during differentiation of NPSC to astrocytes. In vivo, we show that the Parp3-mTorc2 axis is particularly important in the striatum of post-natal mice and shortly after hypoxia-ischemia.

## Materials and methods

### Animals and perinatal HI

The *Parp3*^*+/+*^ and *Parp3*^*–/–*^ mice have been previously described^17^. Cerebral hypoxia and ischemia were induced by permanent occlusion of the left common carotid artery (CCA) prior to systemic hypoxia as previously described^12^. In brief, P9 *Parp3*^*+/+*^ and *Parp3*^–^^*/–*^ mice were anesthetized with isoflurane (4% induction in the chamber followed by exposure to 2.5% Isoflurane maintenance equilibrated with an ambient of air and oxygen in the ratio 2:1) followed by skin incision at the anterior midline of the neck. Following artery preparation, a needle was placed into the artery and monopolar cauterization (Hyfrecator 2000; ConMed, Utica, NY USA) was carried out at a power of 4.0 W to electro coagulate the artery. Skin incisions were then closed by absorbable sutures (Safil 8-0, DRM6; B. Braun Melsungen Ag, Hessen, Germany). The entire operation, from skin incision to closure, lasted for approximately 5 min. Following a recovery period for 90 min the surgically treated mice were exposed to an hypoxic, humidified atmosphere containing 10% oxygen balance nitrogen (Yara, Oslo, Norway) for 60 min at 36.6 °C. The pups were returned to their mother and after 6 h the brains were retrieved and prepared for immunohistochemistry or striatum excision. Sham-treated animals were subjected to anesthesia, skin incision with suturing, but not CCA occlusion and hypoxia.

### Neurosphere cultures, differentiation, knockdown experiments and treatments

To generate independent NPSCs, forebrains of *Parp3*^*+/+*^ and *Parp3*^*–/*^^–^ at postnatal day 8 were dissected and mechanically dissociated following incubation in 0.05% Trypsin solution containing 0.02% EDTA for 10 min at 37 °C. Isolated cells were filtered through a 70 µm cell strainer and resuspended in a growing serum-free Neurobasal Medium (Gibco) supplemented with 1% N2, 2% B27 supplements (Gibco), 2 mM Glutamax (Gibco), 20 ng ml^−1^ basic fibroblastic growth factor (bFGF, Gibco), 10 ng ml^−1^ human epithelial growth factor (hEGF, Gibco) and 1% Penicillin/Streptomycin. To form neurospheres, cells were grown on ultralow adherent Nunclon Sphera Dishes (ThermoFisher). For culture expansion, neurospheres were collected every 7 days, dissociated with Accutase Cell Detachment Solution (Corning) at 37 °C for 10 min. Single cell suspensions were replated at a dilution of 1/5 and maintained for several passages. For astrocyte differentiation assays, viable single cells were seeded at a density of 3.5 × 10^6^ cells 10 ml^−1^ (P100 dishes) or 6 × 10^5^ cells 3 ml^−1^ (6 well/plates) in plates coated with Poly-l-Lysine and Laminin (Sigma-Aldrich). Differentiation was induced with Dulbecco’s Modified Eagle’s Medium (DMEM) High Glucose 4.5 g l^−1^ supplemented with 1% N2 supplement (Invitrogen), 2 mM GlutaMAX (Invitrogen), 1% fetal bovine serum (FBS) and 1% Penicillin/Streptomycin. Medium was renewed every 2 days for up to 12 days. For knockdown experiments, viable single cells were plated at a density of 3×10^6^ cells 10 ml^−1^ in the growing Neurobasal medium as above for two days before transfection. Cells were transfected with 50 nM siRNA using the Amaxa NucleoFector 4D protocol for stem cells in suspension following the manufacturer’s instructions (Lonza). Gene-specific siRNAs (ON_TARGET plus smart pool) for FBXW7 (J-04153), NOX4 (J-058509), NF-kB p65^RelA^ (L-040776) and the negative control siRNA (D-001810) were obtained from Dharmacon (Thermo Fisher Scientific). Cells were processed for the indicated experiments from 48 h to 72 h later. For treatment with the chemical agents, viable single cells were seeded at 1.5 × 10^6^ cells ml^−1^ 24 h before treatment. Cells were treated with CoCl_2_ (Sigma) or Deferoxamine Mesylate Salt (DFM, Sigma) at the indicated concentrations for 24 h. Medium was renewed and cells were processed as indicated.

### Cell and tissue extracts and immunoblotting

For total extracts, cells (3 × 10^6^ cells 10 ml^−1^ P100) were washed twice in cold PBS1x containing 0.5 mM Pefabloc (Roche) and lysed by incubation on ice for 20 min in RIPA-like buffer (50 mM Tris-HCl pH8, 1% Triton X-100, 0.25% Na Deoxycholate, 150 mM NaCl, 1 mM EDTA, 50 mM NaF, 20 mM Na Pyrophosphate, 1 mM Na Orthovanadate, 1 mM Pefabloc (Roche), 1X protease inhibitor cocktail (Roche). After centrifugation at 13,000 rpm at 4 °C for 15 min, cleared suspension was quantified by Bradford Protein Assay (Biorad). For nuclear extracts, cells (3.5 × 10^6^ cells 10 ml^−1^) were scraped in cold PBS1x containing 0.5 mM Pefabloc and centrifuged at 1600 rpm for 5 min. The pellets were resuspended by Dounce homogenization in hypotonic buffer containing 10 mM Tris-HCl pH 7.3, 10 mM KCl, 1.5 mM MgCl_2_, 10 mM β-mercaptoethanol and 0.2 mM phenylmethanesulfonyl fluoride (PMSF) on ice. After centrifugation at 2000g for 5 min at 4 °C, the pellets were resuspended in extraction buffer containing 15 mM Tris-HCl pH 7.3, 0.4 M NaCl, 1 mM EDTA, 1 mM MgCl_2_, 10% Glycerol, 10 mM β-mercaptoethanol and 0.2 mM PMSF. Samples were incubated 30 min on ice and centrifuged at 16,000 *g* for 30 min at 4 °C. The supernatant was used as the nuclear extract fraction and quantified by Bradford Protein Assay (Biorad). When processing brain tissues, tissue biopsies (10–100 mg) were collected from the *Parp3*^*+/+*^ and *Parp3*^*–/*^^–^ mice and stored in liquid nitrogen until further analyses. The biopsies were fragmented using a scalpel and immediately lysed and homogenized in a highly denaturing guanidine-isothiocyanate-containing buffer to isolate intact DNA, RNA and proteins (AllPrep DNA/RNA/Protein Mini Kit, Qiagen). Proteins were resolved on 10% or 5% SDS-PAGE polyacrylamide gels and Mini-PROTEAN^R^TGX^TM^ Stain-Free Gels 4–12% (Biorad) and transferred onto PVDF Membrane (Biorad, Berkeley, CA). The blots were blocked with 5% semi-skimmed milk powder in PBS1x containing 0.1% Tween-20 for 60 min and incubated overnight with the appropriate primary antibodies (Supplementary Table 1) followed by incubation with the appropriate horseradish peroxidase-conjugated antibodies. Proteins were detected using ECL-PRIME (GE Healthcare) and the imaging system Image Quant LAS 4000 (GE Healthcare). Bands were analyzed by densitometry using Image J software (NIH).

### Immunoprecipitation experiments

Equivalent amounts of RIPA-like NSPC cell extracts (2 mg) were diluted in dilution buffer DB (20 mM Tris-HCl pH7.5, 0.1% NP40, 150 mM NaCl, 1 mM Pefabloc) and pre-cleared by incubation on protein A/G Sepharose beads for 1 h at 4 °C before incubation with the indicated antibodies (Supplementary Table 1) overnight at 4 °C followed by 2 h incubation at 4 °C with protein A/G Sepharose (GE Healthcare, Little Chalfont, UK). Beads were washed twice with DB containing 250 mM NaCl and twice with DB containing 150 mM NaCl. Beads were then resuspended in Laemmli buffer and analyzed by SDS-PAGE and immunoblotting as above.

### Immunohistochemistry

For immunostaining of mouse brain (P9) with anti p-GSK3β (S9) and anti p-AKT (S473) we used paraffin-embedded samples, cut at 4 µm thickness. Antigen-retrieval was done using a combined pH 6.0 and heat approach. Antibody incubation was done overnight at 4 °C. Pictures were imaged using a confocal microscope (Zeiss LSM880, Jena, Germany) at 10x magnification and a 20 plane z-stack. Regions of interest were dissected digitally after 3D-rendering in Imaris 9.3 (Bitplane, Oxford Instruments, Zurich, Switzerland). Every image was dissected by hand, the region was adapted dynamically whenever needed due to shifted anterior-posterior sampling position. The Allen Mouse Brain Atlas (right side, http://mouse.brain-map.org/static/atlas) served as a reference. We measured intensity levels as a correlate of immunohistochemical reactivity levels in the ipsilateral relative to the contralateral side of the hypoxic-ischemic event. The quotient of both absolute intensity values was used as the “relative” level.

### Immunofluorescence microscopy

For immunostaining cells were seeded on coated glass cover-slips at a density of 6×10^5^ cells 3 ml^−1^ in 6-well plates and processed for astrocytic differentiation as described above. Cells were fixed with 3% paraformaldehyde, PBS1x solution for 15 min at 25 °C. Fixed cells were permeabilized with 0.1% Triton-X100, PBS1x solution for 15 min at 25 °C and blocked in PBS1x containing 5% BSA, 5% Goat Serum, 0.1% Triton-X100 for 1 h at 25 °C. Cells were incubated with the mouse anti-GFAP antibody (Supplementary Table 1) overnight at 4 °C followed by incubation with a fluorescent-conjugated secondary antibody for 3 h at 25 °C in a humid atmosphere. Cells were mounted on microscope slides with DAPI-Fluoromount mounting medium for fluorescence (Southern Biotech) and analyzed using a Leica CTR MIC Confocal Microscope.

### RNA sequencing and RT-qPCR analysis

Total RNA from cells was isolated using the RNAeasy kit (Qiagen) according to the manufacturer’s protocol. For RNAseq, total RNA-Seq libraries were generated from 500 ng of total RNA using TruSeq Stranded Total RNA LT Sample Prep Kit with Ribo-Zero Gold (Illumina, San Diego, CA) as detailed in Supplementary Information. Sequencing was performed on an Illumina HiSeq 4000 in a 1x50bp single end format as detailed in Supplementary Information.

For RT-qPCR, RNA was processed for reverse transcription using the Maxima Enzyme MIX cDNA reverse transcription kit (ThermoFisher) according to the manufacturer’s instructions. Real time PCR was performed using the QuantiTect SYBRGreen PCR Kit (Quiagen Quality) combined with the StepOne plus Real Time PCR detection systems (Applied Biosystems) according to the manufacturer’s protocol. The PCR products were analyzed with the StepOne Software. The quantity of PCR products was estimated by the relative standard curve method and the ΔΔCt method. Samples were analyzed in triplicates and normalized using the *GAPDH* or *βactin* housekeeping genes as indicated. The primer sequences used for qPCR are listed in Supplementary Table 2.

### ROS production and superoxide production

Single NSPC cells were seeded at 5 × 10^5^ cells 3 ml^−1^ in 6-well plates and processed for differentiation to astrocytes as detailed above. At the indicated time points, cells were washed twice with sterile PBS1x and maintained in Hank’s balanced Salt Solution (Thermo Fisher Scientific). ROS were measured immediately using the fluorescent dye-based free radical sensor carboxy-H_2_DCFDA (FLUKA) according to the manufacturer’s instructions combined with spectrometry using a Nanoquant Infinite M200 TECAN Instrument. Fresh medium and cells without probe were used as controls. Mitochondrial superoxide were measured using the MitoSox Red mitochondrial superoxide fluorescent indicator according to the manufacturer’s protocol. The absorbance was measured using a FLA9500 GE Typhoon Biomolecular Imager with a specific laser Ex/Em 540/580 nm. H_2_O_2_ 10 mM for 10 min was used as a positive control of mitochondrial superoxide production. All experiments were performed in three independent biological replicates with 2 technical replicates for each.

### In vivo ubiquitination assay

NSPC were seeded at a density of 3 × 10^6^ cells per P100 plates. 24 h after plating, the cells were transfected with 5 µg of HA-Ubiquitin (Addgene) following the Amaxa NucleoFector 4D protocol for stem cells in suspension (Lonza). Cells were maintained in culture for 48 h, mock-treated or treated with MG132 (1 µM, Sigma) for 6 h and lysed using the RIPA-like buffer as above. Equivalent amounts of total protein extracts (2 mg) were processed for immunoprecipitation and immunoblotting as detailed above using the appropriate antibodies (Supplementary Table 1).

### Dimedone labeling and analysis of oxidized Rictor

NSPC were treated with 10 mM dimedone (5,5-dimehtyl-1,3-cyclohexanedione, Sigma-Aldrich) for 2 h and lysed using the RIPA-like buffer as above. Equivalent amounts of total protein extracts (2 mg) were processed for control and Rictor immunoprecipitation using the appropriate antibodies. Oxidized proteins were detected using an anti-cysteine sulfenic acid antibody that detects the content of oxidized cysteines.

### Statistical analysis

Unless otherwise indicated, all experiments were performed using 3 independent isolations of *Parp3*^*+/+*^ and *Parp3*^–^^*/–*^ NPSC and three independent repeated experiments were performed. The data were expressed as mean values of the triplicates ± s.d. GraphPad Prism (Version 5, CA, USA) or R softwares were used to perform statistical analysis. Parametric data were analyzed using a two-tailed, unpaired Student’s *t*-test. A *P-*value < 0.05 was considered statistically significant for all comparisons.

## Results

### Parp3 deficiency causes incomplete differentiation of NPSCs to astrocytes

To investigate cell-intrinsic properties of Parp3 in neurogenesis, we used the neurosphere assay to quantify the capacity of NPSC to form multipotent clonal aggregates and to differentiate into glial lineage^28,29^. NPSCs isolated from the brain of *Parp3*^–^^*/–*^ post-natal mice were not affected in their ability to form primary neurospheres and they displayed normal levels of proliferation and self-renewal compared to *Parp3*^*+/+*^ NPSCs (Supplementary Fig. 1). To next explore the impact of Parp3 deficiency on NPSC differentiation capacity, we first monitored the mRNA and protein expression profile of Parp3 throughout NPSC differentiation to astrocytes (Fig. 1a–c). The mRNA and protein expression levels of Parp3 were moderate in the proliferating NPSCs, but increased markedly from d2 of differentiation peaking from d3 to d7 upon differentiation potentially indicating a contribution of Parp3 in astrocytic differentiation. Parp3 expression levels then gradually declined when differentiation terminated. We then analyzed the effect of Parp3 loss on differentiation of NPSCs to the glial lineage in vitro. Single cell suspensions of primary or secondary *Parp3*^*+/+*^ and *Parp3*^*–/*^^–^ neurospheres were induced to differentiate and astrocytes were identified following the expression of Gfap (Fig. 1d–f). Compared to the wild-type NPSCs, Parp3-deficient NPSCs displayed reduced mRNA and protein expression of Gfap suggesting an altered capacity to differentiate to astrocytes. Moreover, reproducible obvious signs of compromised morphology were observed in the Parp3-deficient astrocytes. While the *Parp3*^*+/+*^ astrocytes displayed ramified Gfap positive networks with extensive arborization and branching characterizing reactive astrocytes, the *Parp3*^*–/*^^–^ astrocytes displayed an immature, atrophied-like morphology with weaker Gfap staining (Fig. 1g, h and Supplementary Fig. 2a). However, the viability of the astrocytes was not affected (Supplementary Fig. 2b). 

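Total RNA of *Parp3*+/+ and *Parp3*-/- astrocytes was taken 4 days after the start of differentiation, with 3 libraries labelled for each genotype, and sequenced after removal of ribosomal RNA. The authors trimmed the reads, mapped them to the mm10 assembly of the mouse genome and counted them per Ensembl gene. The authors' deposited table lists 35519 genes, with a log2 fold change of *Parp3*-/- over *Parp3*+/+ astrocytes and a p-value for 35387 of them. For 20237 genes the authors' deposited table also gives an adjusted p-value. Benjamini-Hochberg adjustment of the p-values of these 20237 genes alone gave the deposited adjusted values to within 0.807%, so these genes are taken here as the genes tested. The table also holds 18 columns of counts for single libraries, named by codes that are not paired with a genotype, and these were not used here. The values below are therefore those of the authors' comparison, without a spread between replicates or a depth per library of their own, and the lists, ranks and overrepresentation tests were computed from them. Log2 fold changes of 1 or more in size were deposited with the decimal point lost and were read with the point after the first digit. A value of 10 or more would then be read as a value under 10 with the same first digit, and 6 genes lie between 9 and 10 in size. *Parp3* itself (ENSMUSG00000023249, chromosome 9 of mm10 from 106470322 to 106476949) had a log2 fold change of -1.53 in the authors' deposited table, with an adjusted p = 2.45e-05. *Parp3* ranked 1983 from the lowest of the genes tested.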

To further decipher the molecular mechanism and biological pathways underlying this phenotype, RNA seq of the *Parp3*^*+/+*^ and *Parp3*^*–/*^^–^ astrocytes were performed 4-days upon differentiation. 

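Fig. 2A prints its threshold as 0.5 and 2 for a fold change marked Log2, with a p-value under 0.001, and it can be read on either scale. It was read, before the table was examined, as a fold change under 0.5 or above 2 with an unadjusted p-value, and the authors' deposited table then holds 1205 genes with lower and 884 genes with higher expression in *Parp3*-/- astrocytes. The reading on the log2 scale, with a log2 fold change beyond 2, was set as an alternative at the same time and, of the alternatives set then, moved these counts most. It leaves 693 lower and 273 higher genes in the authors' deposited table. The paper gives 574 lower and 225 higher genes, so the log2 reading comes nearer to its counts than the fold change reading. The tests below keep the fold change reading unless another is named. Whether genes of the extracellular matrix were overrepresented among the lower genes was tested with a list of collagens, proteoglycans and matrix glycoproteins that was written before the table was examined. Of its 242 symbols, 172 are among the 20237 genes tested. Of these 172 matrix genes, 45 were lower, against 10.2 for a list of that size drawn from all genes tested (odds ratio 5.77, two-sided Fisher's exact test, p = 1.28e-17). Among the higher genes there were 9 matrix genes, against 7.51 by chance (odds ratio 1.21, two-sided Fisher's exact test, p = 0.571). With a log2 fold change beyond 2, the odds ratio was 7.82 for the lower and 2.21 for the higher genes (two-sided Fisher's exact test, p = 1.41e-18 and p = 0.0839). Against protein-coding genes alone the odds ratio for the lower genes was 4.71 (two-sided Fisher's exact test, p = 1.46e-14). In 10000 random lists matched on transcript length, the number of lower genes had a median of 11 and did not exceed 25. These tests treat genes as independent, which genes of the matrix are not.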

A pathway overrepresentation analysis of the 574 downregulated transcripts using the DAVID interface revealed substantial changes in pathways and molecules associated with the extracellular matrix and space or membranes including proteoglycans, and glycoproteins that are usually produced by reactive astrocytes and determine their development and astrocytic response^30,31^ (Fig. 2a, b). 

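The heatmap of Fig. 2C names 26 transcripts. In the authors' deposited table all 26 are lower in *Parp3*-/- astrocytes, with adjusted p-values from 2.63e-116 to 1.36e-05 and log2 fold changes from -9.08 to -2.71. Adjusted over these 26 genes alone by the Benjamini-Hochberg method, 26 were under 0.05. The list was drawn by the paper from these same libraries, so this count does not measure how stable the calls are. The median log2 fold change of the 26 transcripts was -5.72, and each of them was in the lowest 5% of the 20237 genes tested. *Cspg4* (ENSMUSG00000032911, chromosome 9 from 56865033 to 56899870), which encodes a chondroitin sulfate proteoglycan, had the smallest adjusted p-value. Its log2 fold change was -6.15 in the authors' deposited table, and it ranked 87 from the lowest. *Ctsz*, on chromosome 2 from 174427493 to 174439039, had the largest fall of the panel with a log2 fold change of -9.08 in the authors' deposited table and the sixth lowest value of all genes tested. *Tnc* (chromosome 4, from 63959785 to 64047015), which encodes the matrix glycoprotein tenascin C, had the smallest fall with -2.71 in the authors' deposited table (rank 786 from the lowest). Of the 26 transcripts, 5 belong to the matrix list.

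**Figure D1:**
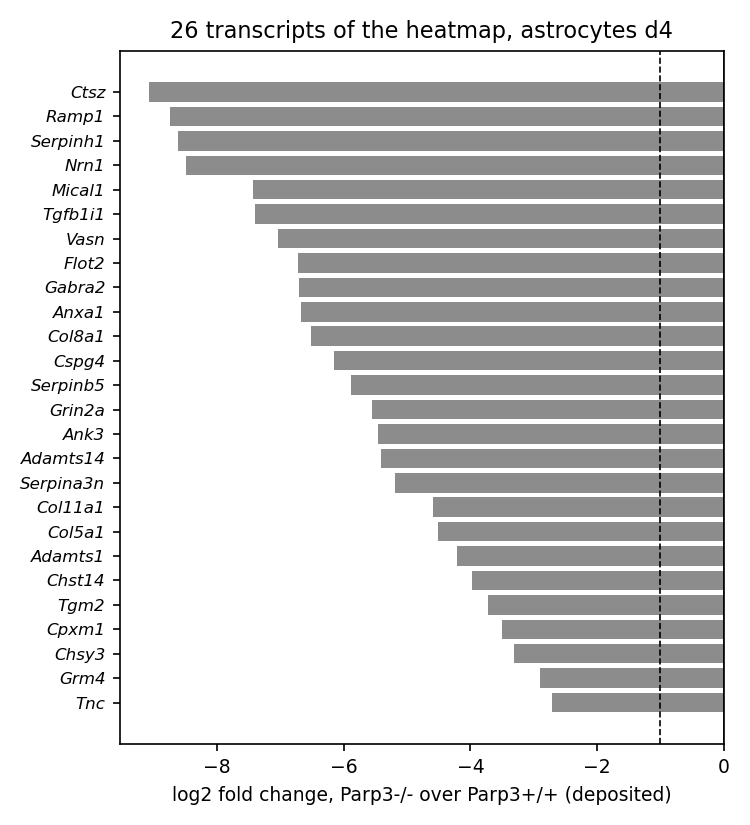
Log2 fold change of *Parp3*-/- over *Parp3*+/+ astrocytes (horizontal axis, no unit) for each of the 26 transcripts of the heatmap (vertical axis), as given in the authors' deposited table; the dashed line marks a log2 fold change of -1. All bars lie left of the line, from -9.08 for *Ctsz* to -2.71 for *Tnc*.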

A clustered heatmap of a panel of selected transcripts from these groups and the validation of some genes by qPCR analysis confirmed that the absence of Parp3 significantly downregulated the selected transcripts consistently in three independent experiments (Fig. 2c, d). 

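*Nrn1*, *Gabra2*, *Ank3*, *Grin2a*, *Grm4*, *Flot2* and *Col8a1* are among the transcripts of the heatmap. *Nrn1* lies on chromosome 13 of mm10 from 36725361 to 36735131, and its log2 fold change in the authors' deposited table was -8.48 (adjusted p = 2.95e-37), the tenth lowest of the genes tested. The authors' deposited table gives -6.72 for *Flot2* on chromosome 11 (adjusted p = 2.25e-47) and -6.70 for *Gabra2* on chromosome 5 (adjusted p = 3.98e-34). *Col8a1* and *Grin2a*, both on chromosome 16, stood at -6.51 (adjusted p = 8.03e-14) and -5.56 (adjusted p = 1.36e-08) in the authors' deposited table. For *Ank3* on chromosome 10 the authors' deposited table gives -5.46 (adjusted p = 4.75e-18), and for *Grm4* on chromosome 17 it gives -2.91 (adjusted p = 9.28e-11). *Grm4* ranked 706 from the lowest and the other genes ranked from 10 to 143. In the annotation deposited with the table, *Nrn1*, *Gabra2*, *Ank3* and *Grin2a* carry the Gene Ontology term synapse, and *Flot2* and *Col8a1* carry cell adhesion, which is not listed there for *Ank3*. *Grm4* carries neither term. The term cell adhesion was listed for 392 genes tested, of which 66 were lower by the fold change reading of Fig. 2A against 23.3 by chance (odds ratio 3.32, two-sided Fisher's exact test, adjusted p = 1.77e-13 over 50 tests of terms). Among the higher genes there were 26 of them against 17.1 by chance (odds ratio 1.57, two-sided Fisher's exact test, adjusted p = 0.0502).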

Notably, a majority of these transcripts are associated with synapse development and function (*Nrn, Gabra2, Ank3, Grin2a*) and/or receptor activity (*Grm4, Flot2, Grin2a*) and/or cell adhesion (*Flot2, Ank3, Col8a1*). These findings indicate that Parp3 contributes to the differentiation of NPSC towards the astroglial lineage and positively controls the biological properties of reactive astrocytes.

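Over all genes tested, 5081 had an adjusted p-value under 0.05 in the authors' deposited table, of which 2602 were lower and 2479 were higher in *Parp3*-/- astrocytes. When the p-values of all 35387 genes that have one were adjusted together by the Benjamini-Hochberg method, 2268 lower and 2163 higher genes were under 0.05. Of the genes called by the fold change reading of Fig. 2A in the authors' deposited table, 57.7% were lower. With a log2 fold change beyond 2 in place of the fold change, 71.7% of the calls in the authors' deposited table were lower. At the end of a section that also covers Gfap and the morphology of the astrocytes, the paper states from its findings that Parp3 contributes to astroglial differentiation and to the properties of reactive astrocytes. A list of astrocyte markers written before the data were examined did not fall in the authors' deposited table. Of its 19 genes tested, 14 were above 0 and 5 below. With an adjusted p-value under 0.05, 4 were higher and 0 lower. Bulk RNA cannot tell a different mix of cells from a different stage.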

**Fig. 1:**
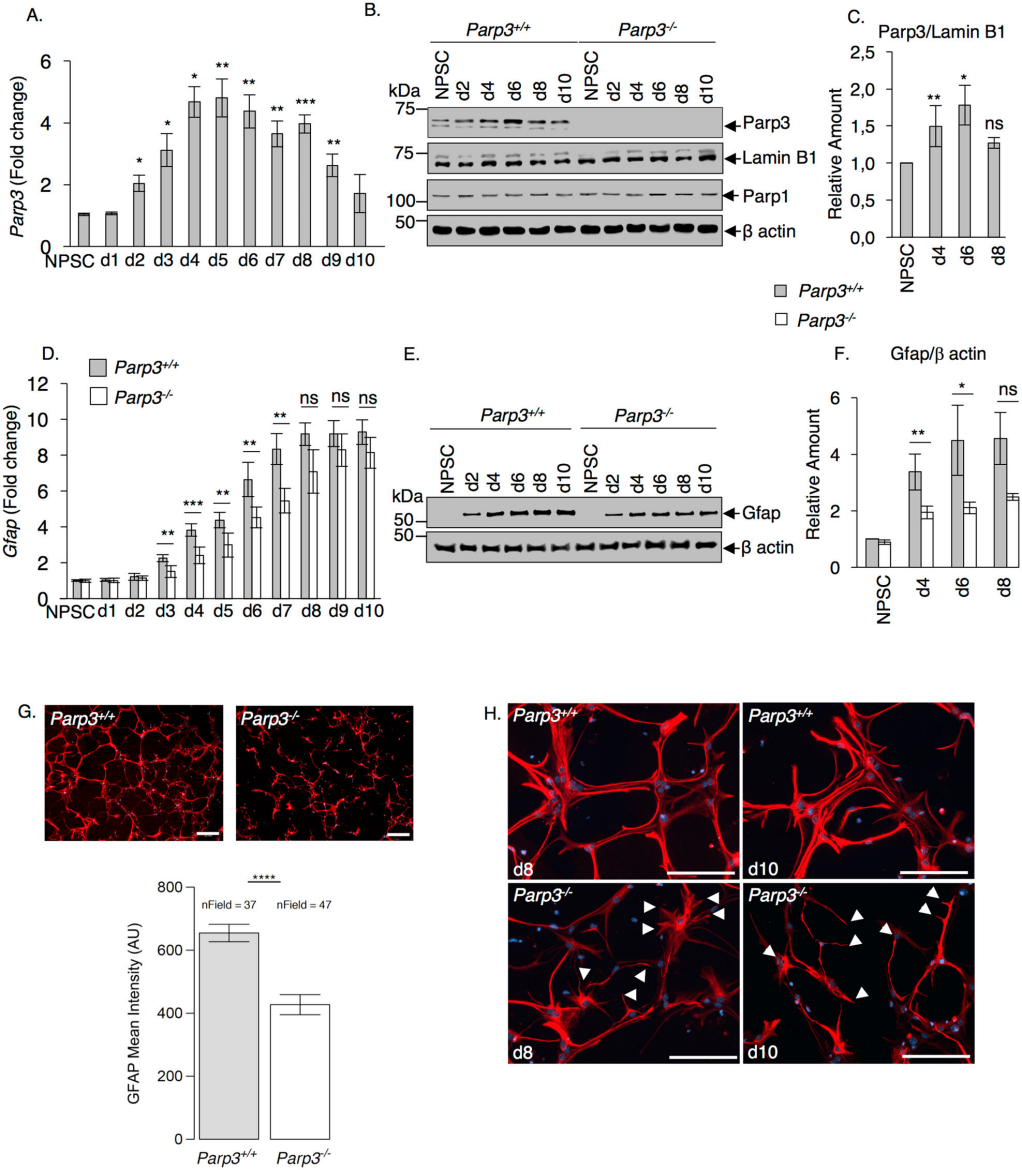
Parp3 is required for efficient astrocyte differentiation. **a** qPCR for *Parp3* in proliferating NPSCs and throughout differentiation to astrocytes (d1 to d10). Data are expressed relative to *Gapdh*. Values represent means ± s.d of three independent experiments and the three independent clones. *P < 0.05, **P < 0.01, ***P < 0.001. **b** Western blot analysis for Parp3, and Lamin B1 as control, Parp1 and β actin as control in proliferating NPSCs and throughout differentiation to astrocytes in nuclear extracts from *Parp3*^*+/+*^ and *Parp3*^*–/*^^–^ cultures. *Parp3* levels increase throughout differentiation (d2-d10) to peak at days d4-d6 and decrease again when differentiation completes. The expression levels of Parp1 remain constant throughout differentiation in *Parp3*^*+/+*^ and *Parp3*^*–/*^^–^ cultures. **c** The bar graph depicts the relative signal intensities of Parp3 relative to Lamin B1 in *Parp3*^*+/+*^ cultures using Image J. Values represent means ± s.d. of three independent experiments and two independent clones. *P < 0.05, **P < 0.01. ns, non-significant (*P* = 0.111). **d** qPCR for *Gfap* in proliferating NPSCs and throughout differentiation to astrocytes (d1-d10) in *Parp3*^*+/+*^ and *Parp3*^*–/*^^–^ cultures. Data are expressed relative to *Gapdh*. Values represent means ± s.d. of three independent experiments and ≥2 independent clones. **P < 0.01, ***P < 0.001, ns, non-significant (*P* = 0.059 d8, *P* = 0.061 d9, *P* = 0.101 d10). **e** Western blot analysis for Gfap relative to β actin in total extracts of *Parp3*^*+/+*^ and *Parp3*^*–/*^^–^ NPSCs and throughout glial differentiation (d2-d10). **f** The histogram depicts the relative signal intensities of Gfap relative to β actin in *Parp3*^*+/+*^ and *Parp3*^*–/*^^–^ cultures using Image J. Values represent means ± s.d. of three independent experiments and two independent clones. *P < 0.05, **P < 0.01, ns, non-significant (*P* = 0.051). **g** *Upper panel:* Representative immunofluorescence images of Gfap+ astrocytes in *Parp3*^*+/+*^ and *Parp3*^*–/*^^–^ cultures at d8 of differentiation. Scale bars, 0.2 μm. *Lower panel*: Quantification of the total intensity of Gfap labeling in *Parp3*^*+/+*^ versus *Parp3*^*–/*^^–^ astrocytes d8. Values represent means ±s.d. of three independent experiments and two independent clones. ****P < 0.0001. **h** High magnification images of Gfap+ astrocytes in *Parp3*^*+/+*^ and *Parp3*^*–/*^^–^ cultures at d8 and d10 of differentiation. White arrows point onto immature and unconnected ramifications detected in the Parp3^*–/*^^–^ astrocytes, revealing an imperfect interconnected network. Scale bars, 0.2 μm.

**Fig. 2:**
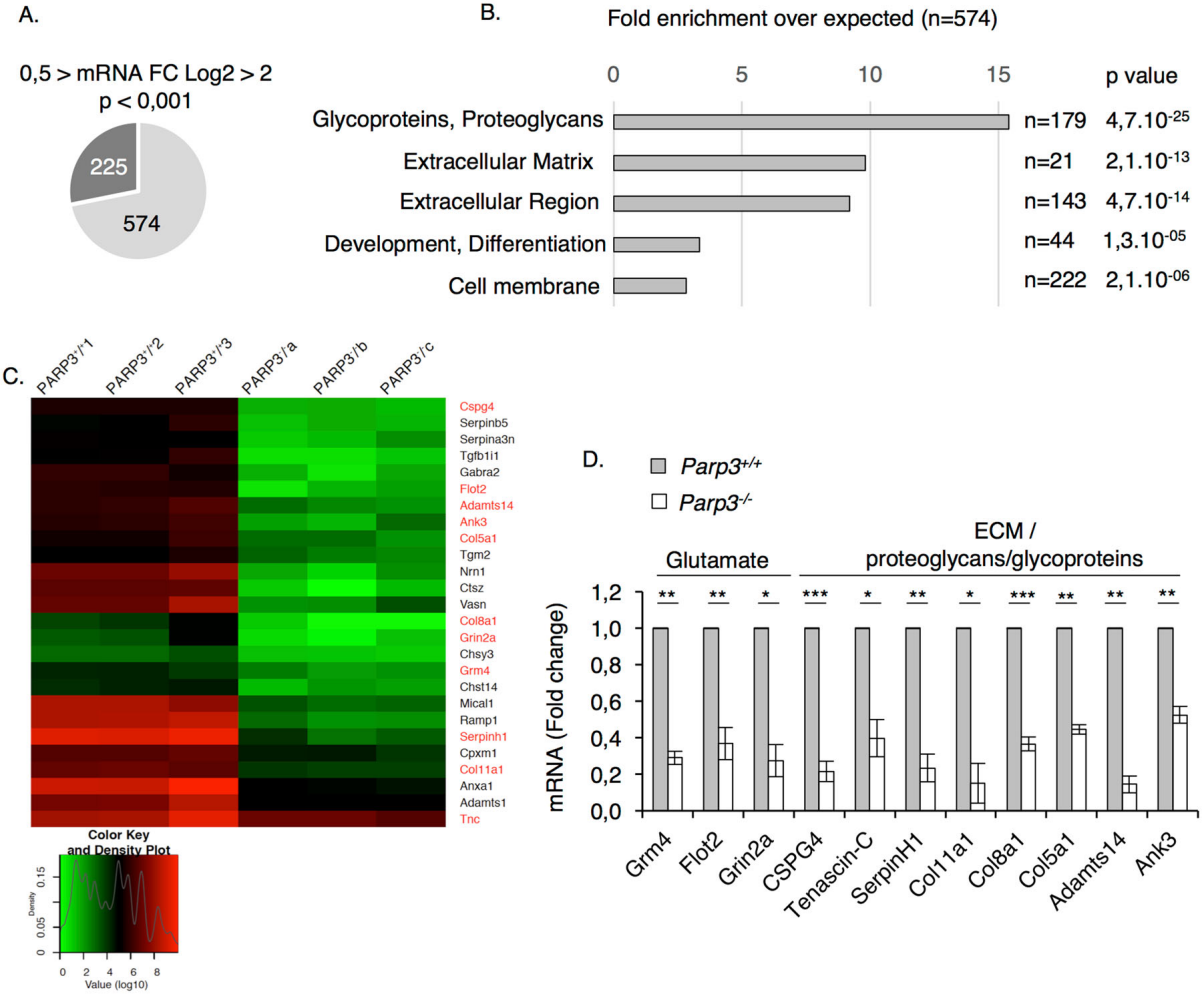
RNA seq reveals downregulation of transcripts coding for proteoglycans and proteins of the ECM in *Parp3*-deficient astrocytes. **a** Venn diagram illustrating the number of deregulated transcripts in *Parp3*^*–/*^^–^ versus *Parp3*^*+/+*^ astrocytes d4 (574 downregulated genes and 225 upregulated genes). **b** Pathway overrepresentation analysis of the 574 downregulated transcripts deduced with the DAVID bioinformatics resources 6.8. Number in brackets indicate the number of genes enriched, clustering to the corresponding pathway. **c** Clustered heatmap of downregulated transcripts in the ECM, membranes, glycoproteins and proteoglycans clusters. Transcripts highlighted in red were used for subsequent validation experiments. **d** qPCR validation of the selected downregulated transcripts in *Parp3*^*+/+*^ and *Parp3*^*–/*^^–^ astrocytes d4. Data are expressed relative to *Gapdh*. Error bars represent s.e.m. of three independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001.

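Categories like those of Fig. 2B were tested with the Gene Ontology terms that the authors deposited with the table. The test used the 1205 lower and 884 higher genes by the fold change reading of Fig. 2A. It does not repeat Fig. 2B, for which the paper used DAVID on its 574 lower transcripts. The test covered 25 terms in both directions, which were chosen after the table was read. The terms reported were selected after their values were seen, for the categories of Fig. 2B and the themes of the paper, and the adjusted p-values are Benjamini-Hochberg values over these 50 tests. The term extracellular matrix was listed for 218 of the genes tested, of which 45 were lower against 13.0 by chance (odds ratio 4.23, two-sided Fisher's exact test, adjusted p = 1.61e-12). For extracellular region, 113 of 816 genes were lower against 48.6 by chance (odds ratio 2.70, two-sided Fisher's exact test, adjusted p = 3.81e-16). For plasma membrane, 278 of 2676 genes were lower against 159.3 by chance (odds ratio 2.08, two-sided Fisher's exact test, adjusted p = 2.94e-20). Multicellular organism development had 77 lower genes of 703 (odds ratio 2.01, two-sided Fisher's exact test, adjusted p = 9.45e-07), and cell differentiation had 53 of 577 (odds ratio 1.62, two-sided Fisher's exact test, adjusted p = 0.00338). Among the higher genes, plasma membrane was also overrepresented, with 162 genes against 116.9 by chance (odds ratio 1.50, two-sided Fisher's exact test, adjusted p = 3.29e-05). Multicellular organism development was overrepresented among the higher genes as well, with 45 genes against 30.7 by chance (odds ratio 1.52, two-sided Fisher's exact test, adjusted p = 0.0175). Extracellular region and cell differentiation were not (two-sided Fisher's exact test, adjusted p = 0.244 and 0.368). The term extracellular matrix organization had 15 lower genes against 4.41 by chance (odds ratio 4.05, two-sided Fisher's exact test, adjusted p = 6.66e-05). It had 7 higher genes against 3.23 by chance (odds ratio 2.30, two-sided Fisher's exact test, adjusted p = 0.0625). Among the higher genes it passed 0.05 under each of the stricter thresholds tried (odds ratios from 2.90 to 5.18). The term extracellular matrix was not overrepresented among the higher genes, with 7 genes against 9.52 by chance (odds ratio 0.724, two-sided Fisher's exact test, adjusted p = 0.551).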

### Parp3 loss-induced differentiation deficits is caused by enhanced Nox4-dependent ROS production

Appropriate timing and completion of astrocyte differentiation is governed by a highly regulated tempo-spatial production of endogenous Reactive Oxygen Species (ROS)^32,33^. Moreover, in numerous pathophysiological models, ECM homeostasis and composition, synapse formation and activity, and cell adhesion are influenced by the levels of ROS^34–37^. We have previously reported a function of PARP3 in the cell response to ROS^27^. Thus, we surmised that the compromised astrocyte differentiation in the *Parp3*^*–/*^^–^ cells can be caused by an imbalanced redox metabolism. To validate this hypothesis, we first compared the sensitivity of the *Parp3*^*+/+*^ and *Parp3*^*–/*^^–^ NPSCs to ROS-generating chemicals by analyzing the impact on neurosphere formation and proliferation (Supplementary Fig. 3). *Parp3*^*–/−*^ NPSCs displayed a significantly reduced capacity to form neurospheres when exposed to paraquat, menadione and H_2_O_2_ compared to the *Parp3*^*+/+*^ NPSCs, and their proliferation rate was significantly reduced, supporting a role of Parp3 in cell response to oxidative stress in NPSCs.

Next, we addressed the role of Parp3 in modulating the redox status throughout differentiation to the astroglial lineage. *Parp3*^*+/+*^ and *Parp3*^*–/*^^–^ NPSCs were differentiated to astrocytes and the level of endogenous ROS production was determined using the fluorescent dye-based free radical sensor H_2_DCFDA (Fig. 3a). During glial differentiation in wild type cells, the production of ROS followed the expression of Parp3, by increasing gradually from d1 to d6 and decreasing again when differentiation terminated. While Parp3-deficient cells displayed a similar profile, the levels of ROS produced was significantly higher throughout differentiation indicating that Parp3 prevents excessive generation of ROS. One of the main contributors to ROS are the mitochondria. We used the MitoSOX Red mitochondrial superoxide indicator to stain *Parp3*^*+/+*^ and *Parp3*^*–/*^^–^ NPSCs throughout astrocytic differentiation (Fig. 3b). Mitochondrial ROS peaked at d5 during wild-type astrocytic differentiation, while ROS in *Parp3*^*–/*^^–^ cells peaked significantly later (d6-7) suggesting dysfunctional mitochondria. In support of this, the mitochondrial transmembrane potential was significantly reduced in the Parp3-deficient NPSC and astrocytes (Fig. 3c). These results suggest that Parp3 is involved in regulation of mitochondrial ROS.

**Fig. 3:**
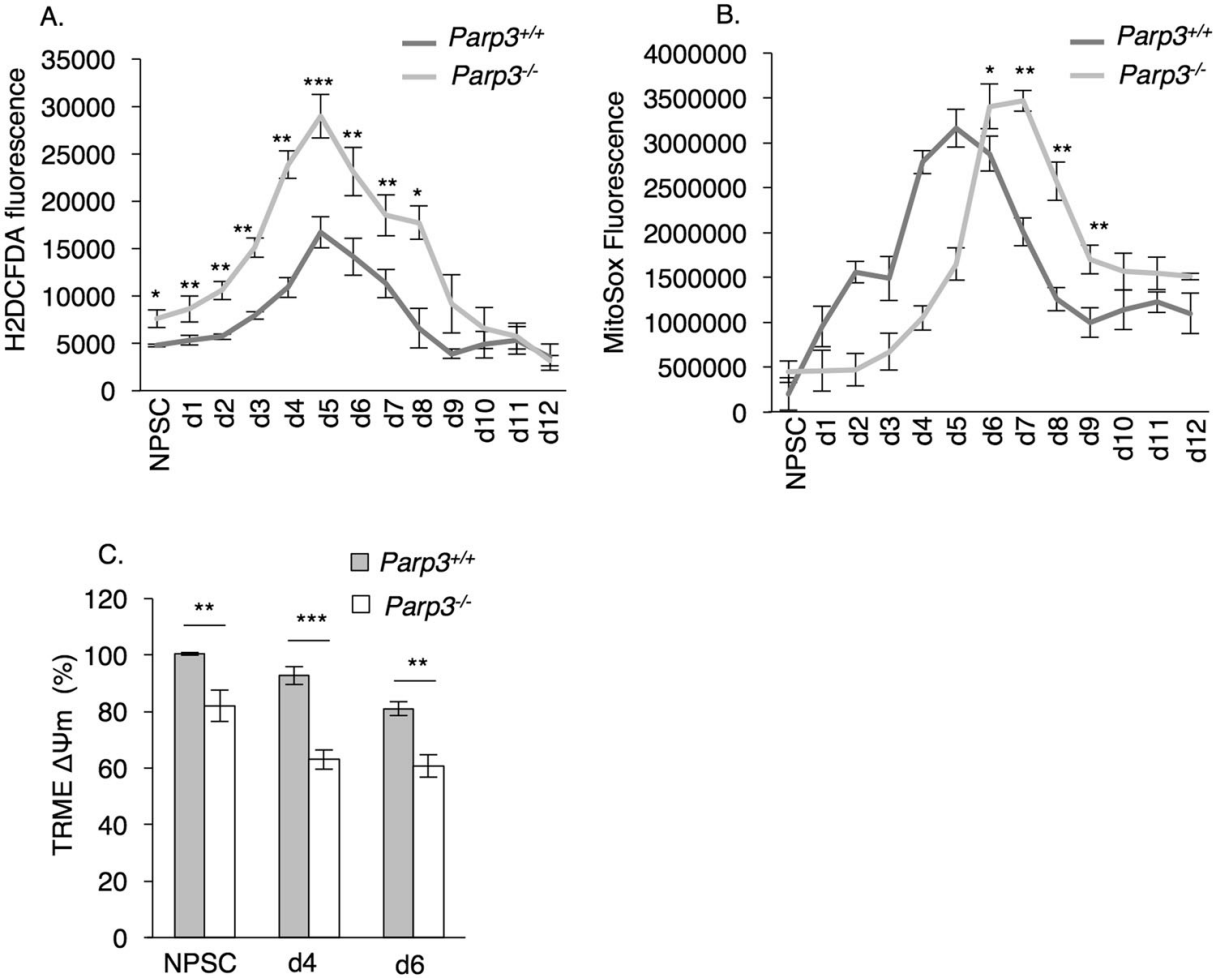
The absence of Parp3 causes oxidative stress and mitochondrial dysfunction in NPSC and astrocytes. **a** Measurement of total ROS production in NPSCs and throughout astrocyte differentiation (d1-d12) in *Parp3*^*+/+*^ versus *Parp3*^*–/*^^–^ cultures. Values represent means ± s.d. of three biological replicates and two independent clones. *P < 0.05, **P < 0.01, ***P < 0.001. **b** Measurement of mitochondrial ROS production in NPSCs and throughout differentiation (d1-d12) in *Parp3*^*+/+*^ versus *Parp3*^*–/*^^–^ cultures. Values represent means ± s.d. of three biological replicates and two independent clones. *P < 0.05, **P < 0.01. **c** Measurement of mitochondrial membrane potential in NPSC and astrocytes (d4, d6) in *Parp3*^*+/+*^ versus *Parp3*^*–/*^^–^ cultures. Values represent means ± s.d. of three biological replicates and two independent clones. **P < 0.01, ***P < 0.001.

In various organs including the central nervous system, the mitochondrial NADPH oxidase (Nox4) is a major source of ROS production^38–40^. Moreover, fine-tune regulation of the levels of Nox4-induced ROS is prime for efficient differentiation^41–43^. Thus, searching for a mechanism by which Parp3 regulates the redox balance, we analyzed the effect of Parp3 loss on the expression levels of Nox4 and Duox1 as control (Fig. 4a–c and Supplementary Fig. 4). The differentiation of *Parp3*^*+/+*^ NPSCs into astrocytes induced an upregulation of Nox4 at mRNA and protein levels. This increase was further enhanced in the *Parp3*^*–/*^^–^ astrocytes. In contrast, while an increased upregulation of *Duox1* was also detected in the *Parp3*^*–/*^^–^ astrocytes compared to the *Parp3*^*+/+*^ astrocytes, the protein expression levels remained comparable (Supplementary Fig. 4). Thus, the excessive production of ROS in the Parp3-deficient astrocytes may be explained by an apparent increase in the levels of Nox4. We therefore examined the impact of Nox4 depletion on the capacity of *Parp3*^*+/+*^ and *Parp3*^*–/*^^–^ NPSC to differentiate to astrocytes by analyzing the levels of Gfap (Fig. 4d, e). The silencing of Nox4 reduced the capacity of the *Parp3*^*+/+*^ NPSCs to differentiate to astrocytes supporting the notion that Nox4 activity contributes to astroglial differentiation. In contrast the silencing of Nox4 in *Parp3*^*–/*^^–^ NPSCs restored their capacity to differentiate to astrocytes. These results reinforce the hypothesis that the impaired differentiation of *Parp3*^*–/*^^–^ astrocytes is partly caused by enhanced levels of Nox4 and mitochondrial oxidative stress. In support of this, the enhanced levels of mitochondrial ROS detected in the *Parp3*^*–/*^^–^ astrocytes d6 were restored to the levels of the *Parp3*^*+/+*^ astrocytes d6 upon Nox4 silencing (Fig. 4f).

**Fig. 4:**
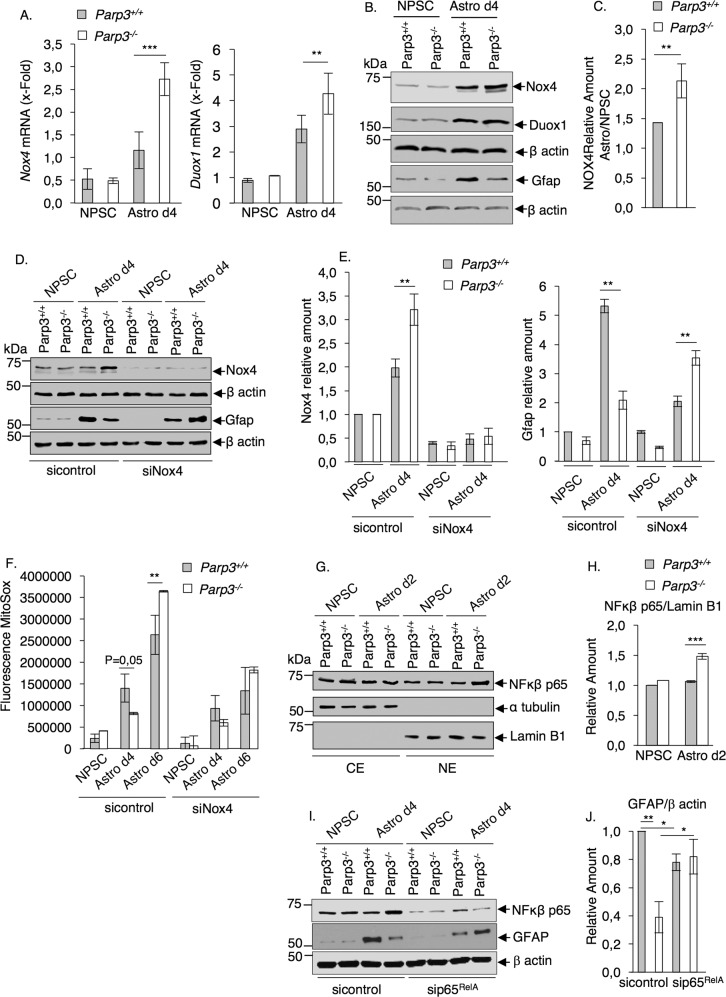
Increased Nox4 levels in Parp3-deficient astrocytes cause uncomplete differentiation. **a** qPCR for *Nox4* and *Duox1* Nadph oxidases in *Parp3*^*+/+*^ and *Parp3*^*–/*^^–^ NPSCs and d4 astrocytes. Data are expressed relative to *Gapdh*. Values represent the means ±s.e.m. of three independent experiments and two independent clones. **P < 0.01, ***P < 0.001. **b** Western blot analysis for the levels of Nox4 and Duox1 relative to β actin in *Parp3*^*+/+*^ and *Parp3*^*–/*^^–^ NPSCs and d4 astrocytes. The expression of Gfap relative to β actin confirms impaired astrocyte differentiation in the *Parp3*^*–/*^^–^ versus the *Parp3*^*+/+*^ cultures. **c** The bar graph depicts the relative fold increase of Nox4 levels in astrocytes relative to NPSCs in the *Parp3*^*+/+*^ and *Parp3*^*–/*^^–^ genotypes. Values represent means ± s.d. of three independent experiments and two independent clones. **P < 0.01. **d** The depletion of Nox4 re-establishes astrocyte differentiation in the *Parp3*^*–/*^^–^ cultures. Western blot analysis for the expression levels of Nox4 relative to β actin and Gfap relative to β actin in sicontrol and siNox4-treated *Parp3*^*+/+*^ and *Parp3*^*–/*^^–^ NPSCs and astrocytes d4. **e** The bar graph depicts the fold increase in the expression of Nox4 (left) and Gfap (right) in the Nox4 silenced (siNox4) relative to the control (sicontrol) *Parp3*^*+/+*^ and *Parp3*^*–/*^^–^ NPSC and astrocytes d4. Values represent means ± s.d. of three independent experiments. **P < 0.01. **f** The depletion of Nox4 restaures the increased levels of mitochondrial ROS observed in the *Parp3*^*–/*^^–^ astrocytes d6 to the levels detected in Parp3^+/+^ astrocytes d6. Measurements of mitochondrial ROS production in sicontrol and siNOX4-treated *Parp3*^*+/+*^ versus *Parp3*^*–/*^^–^ NPSC and astrocytes (d4, d6). Values represent means ± s.d. of three biological replicates. **P < 0.01. **g** *Parp3*^*–/*^^–^ astrocytes display enhanced nuclear translocation of NF-κB p65. Western blot analysis for the levels of NF-κB p65 subunit in cytoplasmic (CE) and nuclear (NE) extracts of *Parp3*^*+/+*^ and *Parp3*^*–/*^^–^ NPSCs and astrocytes d2. Lamin B1 and *α* tubulin were used as loading controls of NE and CE, respectively. **h** The bar graph depicts the fold increase in the levels of NF-κB p65 in NE versus CE and relative to *Parp3*^*+/+*^ NPSC set to 1. Values represent means ± s.d. of three independent experiments. ***P < 0.001. **i** The depletion of NF-kB p65 restores the expression of GFAP in the *Parp3*^*–/*^^–^ astrocytes d4 ssuggesting improved differentiation. Western blot analysis for the expression levels of NF-kB p65 and GFAP relative to β actin in sicontrol and sip65^RelA^-treated *Parp3*^*+/+*^ and *Parp3*^*–/*^^–^ NPSCs and astrocytes d4. **j** The bar graph depicts the fold increase in the levels of GFAP relative to β actin in sicontrol and sip65^RelA^-treated *Parp3*^*+/+*^ and *Parp3*^*–/*^^–^ astrocytes d4 and relative to *Parp3*^*+/+*^ sicontrol set to 1. Values represent means ± s.d. of three independent experiments. **P < 0.01; *P < 0.05.

NF-kB is an essential regulator of Nox4 expression and Nox4-derived ROS production in muscle cells^44^. We have previously identified a role of PARP3 in the TG2-Snail-E cadherin axis in cancer progression, a signaling pathway driven by NF-kB^27^. To explain further the mechanism of Nox4 upregulation in the *Parp3*^*–/*^^–^ cells, we analyzed the nuclear translocation of NF-kB p65 as a marker of its activation in the *Parp3*^*+/+*^ and *Parp3*^*–/*^^–^ NPSCs and astrocytes (Fig. 4g, h). There was no significant change in cytoplasmic versus nuclear distribution of NF-kB p65 in the *Parp3*^*–/*^^–^ NPSCs versus the control *Parp3*^*+/+*^ NPSCs but the *Parp3*^*–/*^^–^ astrocytes displayed an increase in the nuclear translocation of NF-kB p65 compared to the *Parp3*^*+/+*^ astrocytes. In support of this, the depletion of p65^RelA^, restored the levels of Gfap in *Parp3*^*–/*^^–^ astrocytes d4 (Fig. 4i, j). These data indicate that Parp3 modulates NF-kB-mediated Nox4 expression for efficient differentiation.

### Parp3 deficiency and increased Nox4-dependent ROS production cause impaired mTorc2 pathway activation during astrocyte differentiation

In cancer cells, ROS production is coupled with mTORC2 pathway activation^45^. mTORC2 is a multiprotein complex of the mammalian serine/threonine kinase mammalian target of rapamycin (mTOR), which comprises mTOR, mLST8, mSin1 and Rictor. mTORC2 is the prime Serine 473 kinase of Akt^46^. Aside its overactivation in cancer, mTorc2 and Akt phosphorylation play central roles in various models of differentiation including neurogenesis^47,48^. Moreover, the overexpression of Nox4 in NPSCs increased the production of ROS and the phosphorylation of Akt and promotes neurogenesis in the hippocampus following injury^49^. Earlier, we described that PARP3 inactivation causes impaired mTORC2 signaling in breast cancer^26^. We therefore examined whether and how Parp3 deficiency and increased Nox4-generated ROS modulate mTorc2 activation in NPSCs and during astrocyte differentiation (Fig. 5a, b). While *Parp3*^*+/+*^ cultures displayed a remarkable and rapid increase in p-AktS473 throughout astrocytes differentiation, this increase was significantly compromised in *Parp3*^*–/*^^–^ cultures. We also analyzed the expression of Rictor, involved in mTorc2 stability and the phosphorylation status of Gsk3β on Ser9, a target of activated Akt^46^. The levels of both signals were significantly reduced in the *Parp3*^*–/*^^–^ NPSCs and astrocytes compared to the *Parp3*^*+/+*^ controls. We also detected less autophosphorylation of mTorc2 on Ser 2481 in *Parp3*^*–/*^^–^ astrocytes d6 and d8 compared to *Parp3*^*+/+*^ controls. mTorc2 autophosphorylation on Ser 2481 is defined as a marker of intact mTorc2 activity^46^. In contrast, the expression levels of the two other core components mSin1 and mLST8 were not affected by the absence of *Parp3* (Supplementary Fig. 5). These results suggest that Parp3 plays a role in maintaining a basal level of Rictor expression and mTorc2 activity in NPSCs and is required for efficient mTorc2 activation and Akt phosphorylation during differentiation to astrocytes.

**Fig. 5:**
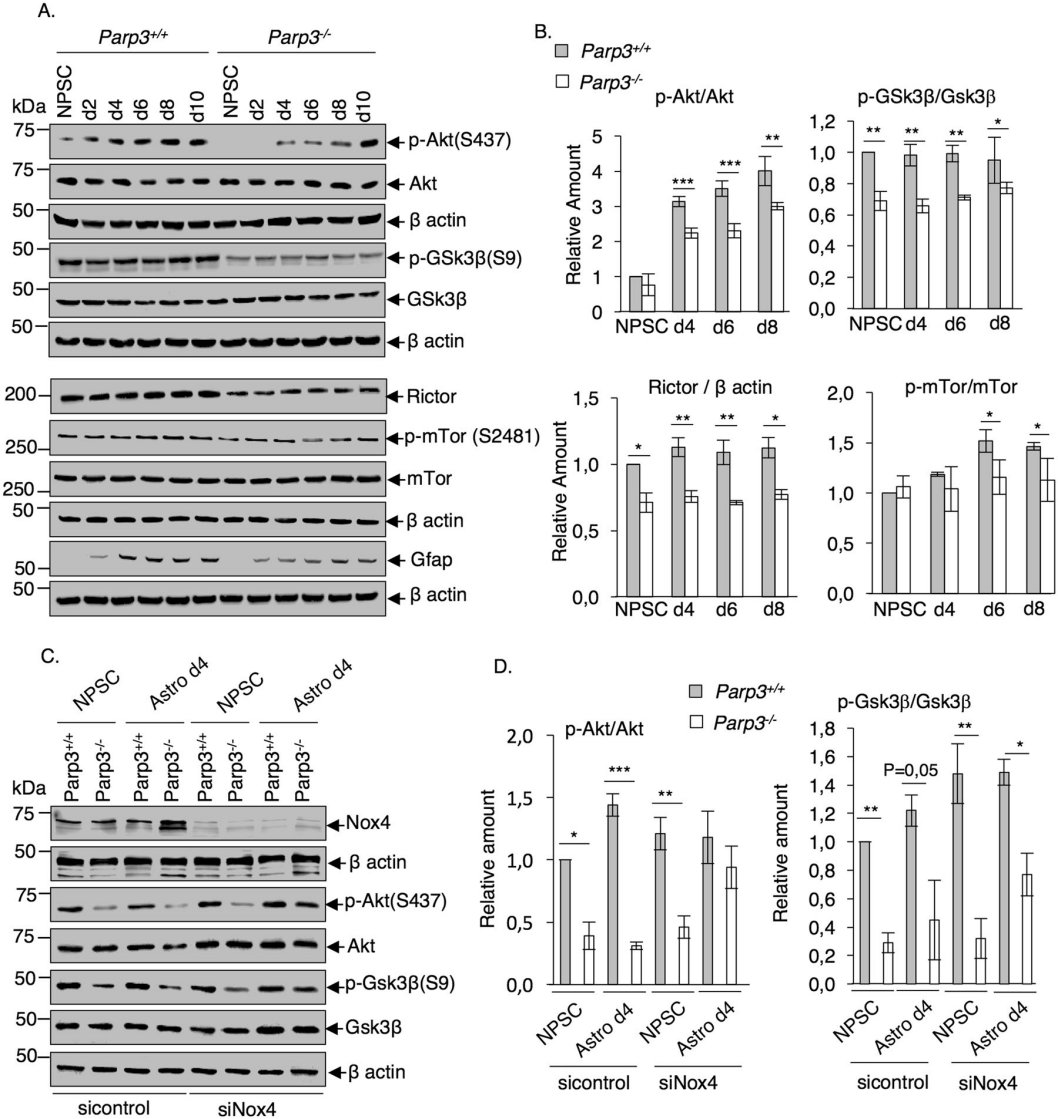
Increased Nox4 levels in Parp3-deficient astrocytes cause impaired activation of mTorc2. **a** Western blot analysis for the levels of p-Akt (S473), Akt and β actin as loading control, p-Gsk3β (S9), Gsk3β and β actin as loading control, Rictor, p-mTOR(S2481), mTOR and β actin as loading control and GFAP relative to β actin as loading control in NPSCs and throughout astrocytes differentiation (d2-d10) in *Parp3*^*+/+*^ and *Parp3*^*–/*^^–^ cultures. **b** Bar graphs depict the relative signal intensities of p-Akt versus Akt, p-Gsk3β versus Gsk3β, Rictor versus β actin and p-mTor versus mTor measured in three independent experiments and two independent clones using Image J. Mean values ± s.d. are indicated. *P < 0.05, **P < 0.01, ***P < 0.001. **c** The depletion of Nox4 re-establishes p-Akt(S473) expression in Parp3-deficient astrocytes. Western blot analysis for the expression of Nox4 versus β actin as loading control, p-Akt (S473) versus Akt and p-Gsk3β versus Gsk3β and β actin used as loading control in sicontrol (siCTL) and siNox4-treated *Parp3*^*+/+*^ and *Parp3*^*–/*^^–^ NPSCs and astrocytes d4. **d** Bar graphs depict the relative signal intensities of p-Akt versus Akt, p-Gsk3β versus Gsk3β, measured in three independent experiments using Image J. Values represent means ± s.d. of three independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001.

Next, to demonstrate the contribution of Nox4-produced ROS in mTorc2 activation and astrocyte differentiation, we analyzed the status of p-AktS473 and p-Gsk3βS9, respectively, upon Nox4 depletion in NPSCs and astrocytes (Fig. 5c, d). The silencing of Nox4 had no impact on *Parp3*^*+/+*^ or *Parp3*^*–/*^^–^ NPSCs, nor *Parp3*^*+/+*^ astrocytes but restored p-AktS473 and p-Gsk3bS9 in *Parp3*^*–/*^^–^ astrocytes revealing that Nox4 mediates the contribution of Parp3 in mTorc2 activation during astrocyte differentiation.

### Enhanced Nox4-induced ROS in Parp3-deficient cells cause increased oxidation of Rictor provoking its Fbxw7-mediated ubiquitination and degradation

In cancer cells, the levels of Rictor are modulated by an ubiquitination/prteasome-mediated degradation catalyzed by the E3 ubiquitin ligase FBXW7^50^. Therefore, to further unveil the biochemical basis of Rictor stability in our model, we analyzed the levels of ubiquitinated Rictor immunoprecipitates in the *Parp3*^*+/+*^ versus the *Parp3*^*–/*^^–^ NPSCs (Fig. 6a). The absence of Parp3 induced an apparent increase in the levels of ubiquitinated Rictor. To verify the contribution of Fbxw7, we studied the association of Fbxw7 with ubiquitinated Rictor and measured the levels of ubiquitinated Rictor upon silencing of Fbxw7 in the *Parp3*^*+/+*^ and *Parp3*^*–/*^^–^ NPSCs (Fig. 6b). In the experimental conditions where we favored ubiquitination, we detected an increased coimmunoprecipitation of Fbxw7 with HA-Ub-Rictor in the *Parp3*^*–/*^^–^ cells compared to the *Parp3*^*+/+*^ cells. This association was lost upon Fbxw7 depletion because of the reduced levels of ubiquitinated Rictor. We also revealed enhanced coimmunoprecipitation of Fbxw7 with Rictor in basal conditions in the absence of Parp3 which was reduced in Fbxw7-silenced cells. These results confirm that in the absence of Parp3, Rictor is guided to Fbxw7-mediated ubiquitination and proteasomal degradation that weakens the mTorc2 complex and activity. Knowing that oxidation-induced conformational changes often drive ubiquitination and clearance of redox-sensitive proteins^51,52^, we hypothesized that the enhanced Nox4-induced mitochondrial stress may lead to the oxidation of Rictor and consequently its ubiquitination-mediated degradation. To assess the oxidation of Rictor, we in situ labeled the oxidized cysteine residues using dimedone, which reacts with the thiol groups of cysteines (Fig. 6c). Immunoprecipitation of Rictor revealed higher levels of oxidized Rictor in the *Parp3*^*–/*^^–^ versus the *Parp3*^*+/+*^ NPSCs. To verify the contribution of Nox4, we analyzed the levels of immunoprecipitated oxidized Rictor in dimedone-treated *Parp3*^*–/*^^–^ cells upon Nox4 silencing (Fig. 6d). The depletion of Nox4 significantly decreased the levels of oxidized Rictor compared to the sicontrol-treated cells. Together, these results support the hypothesis that the accumulation of toxic levels of ROS caused by the upregulation of Nox4 in *Parp3*^*–/*^^–^ cells contributes to the decreased activity of mTorc2 because of an oxidation-induced and ubiquitination-mediated degradation of Rictor.

**Fig. 6:**
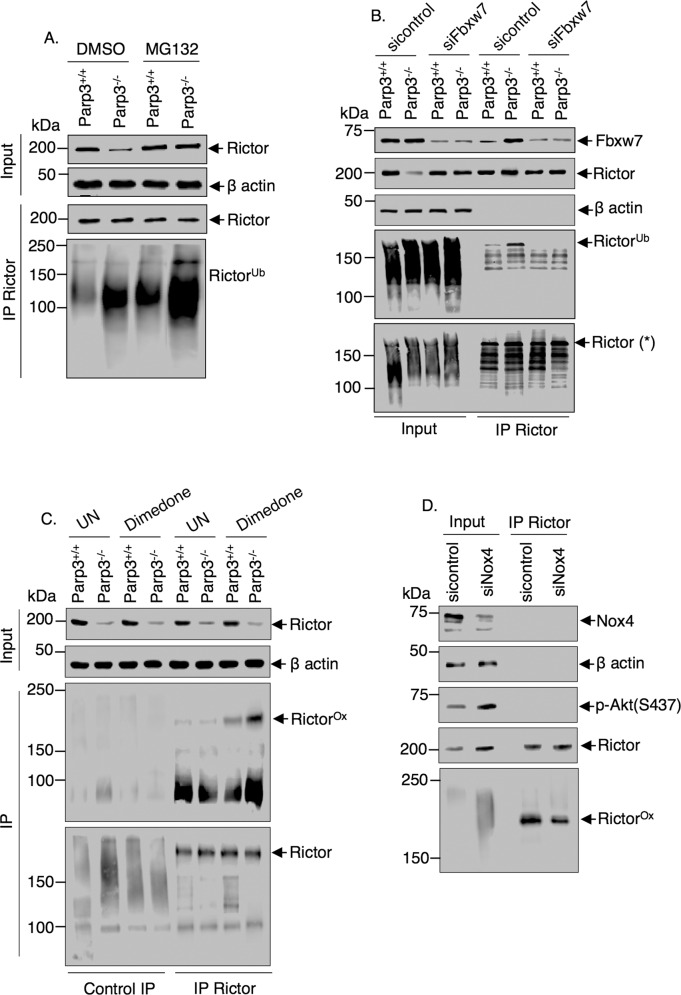
Enhanced Nox4-induced oxidative stress in *Parp3*^*–/*^^–^ NPSC causes increased oxidation of Rictor provoking its Fbxw7-mediated ubiquitination and degradation. **a** In vivo ubiquitination assay: The *Parp3*^*+/+*^ and *Parp3*^*–/*^^–^ NPSC were transfected with HA-Ubiquitin and mock-treated or treated with MG132 to inhibit proteasomal degradation. Rictor immunoprecipitates were blotted successively with an anti-HA antibody to detect ubiquitinated Rictor and a Rictor antibody to detect immunoprecipitated Rictor. **b** Enhanced co-immunoprecipitation of Fbxw7 with ubiquitinated Rictor in the *Parp3*^*–/*^^–^ compared to the *Parp3*^*+/+*^ NPSCs. Co-immunoprecipitation is significantly reduced in the Fbxw7-silenced cells because of the absence of ubiquitinated Rictor. *Parp3*^*+/+*^ and *Parp3*^*–/*^^–^ NPSC were transfected with either sicontrol or siFbxw7 and processed for in vivo ubiquitination as in **a**. **c** Increased cysteine-oxidized Rictor in *Parp3*^*-/-*^ NPSC compared to *Parp3*^*+/+*^ NPSC. *Parp3*^*+/+*^ and *Parp3*^*–/*^^–^ NPSC were left untreated (UN) or treated with a dimedone-based reagent to trap cysteine sulfenic acids resulting from oxidized cysteines. Immunoprecipitated Rictor were analyzed by immunoblotting using successively an anti-cysteine sulfenic acid antibody and an anti-Rictor antibody. Control immunoprecipitation was performed using an unrelated IgG antibody. **d** The silencing of Nox4 reduces the levels of cysteine-oxidized Rictor in *Parp3*^*–/*^^–^ NPSC. *Parp3*^*–/*^^–^ NPSC were treated with the dimedone-based reagent to trap cysteine sulfenic acids resulting from oxidized cysteines. Immunoprecipitated Rictor were analyzed by immunoblotting using an anti-cysteine sulfenic acid antibody (for Rictor^Ox^) and an anti-Rictor antibody. Inputs were analyzed for the levels of Nox4 to validate its depletion, p-Akt(S473) confirming increased Akt phosphorylation in siNox4-treated cells, and β-actin as a loading control.

### Parp3 deficiency causes reduced mTorc2 activity specifically in the striatum of naïve mice and after cerebral hypoxia-ischemia (HI)

Nox4-induced oxidative stress is a pathological feature of cerebral hypoxia-ischemia^53,54^ and Rictor/mTorc2 deficiency has been shown to aggravate HI-induced injury in various models^55,56^. Based on this knowledge, we aimed to verify the involvement of the Parp3-mTorc2 axis in vivo in normal mice and in response to HI. We first analyzed the expression pattern of ADP-ribose synthesis upon exposure of NPSCs to the hypoxia-mimetic agent Cobalt Chloride (Fig. 7a and Supplementary Fig. 7). We detected a gradual upregulation in poly(ADP-ribose) formation in the *Parp3*^*+/+*^ NPSCs that was temporarily reduced in the *Parp3*^*–/*^^–^ NPSCs implying a time-controlled contribution of Parp3-induced ADP-ribose synthesis in response to chemically induced hypoxia. We then examined the sensitivity of the *Parp3*^*+/+*^ and *Parp3*^*–/*^^–^ NPSCs to CoCl_2_ and desferrioxamine (DFM)-induced hypoxia (Fig. 7b and Supplementary Fig. 6). The absence of Parp3 rendered NPSCs hypersensitive to both drugs most significantly at the highest doses reducing their proliferation and survival, and uncovering an important role of PARP3 in response to hypoxia.

**Fig. 7:**
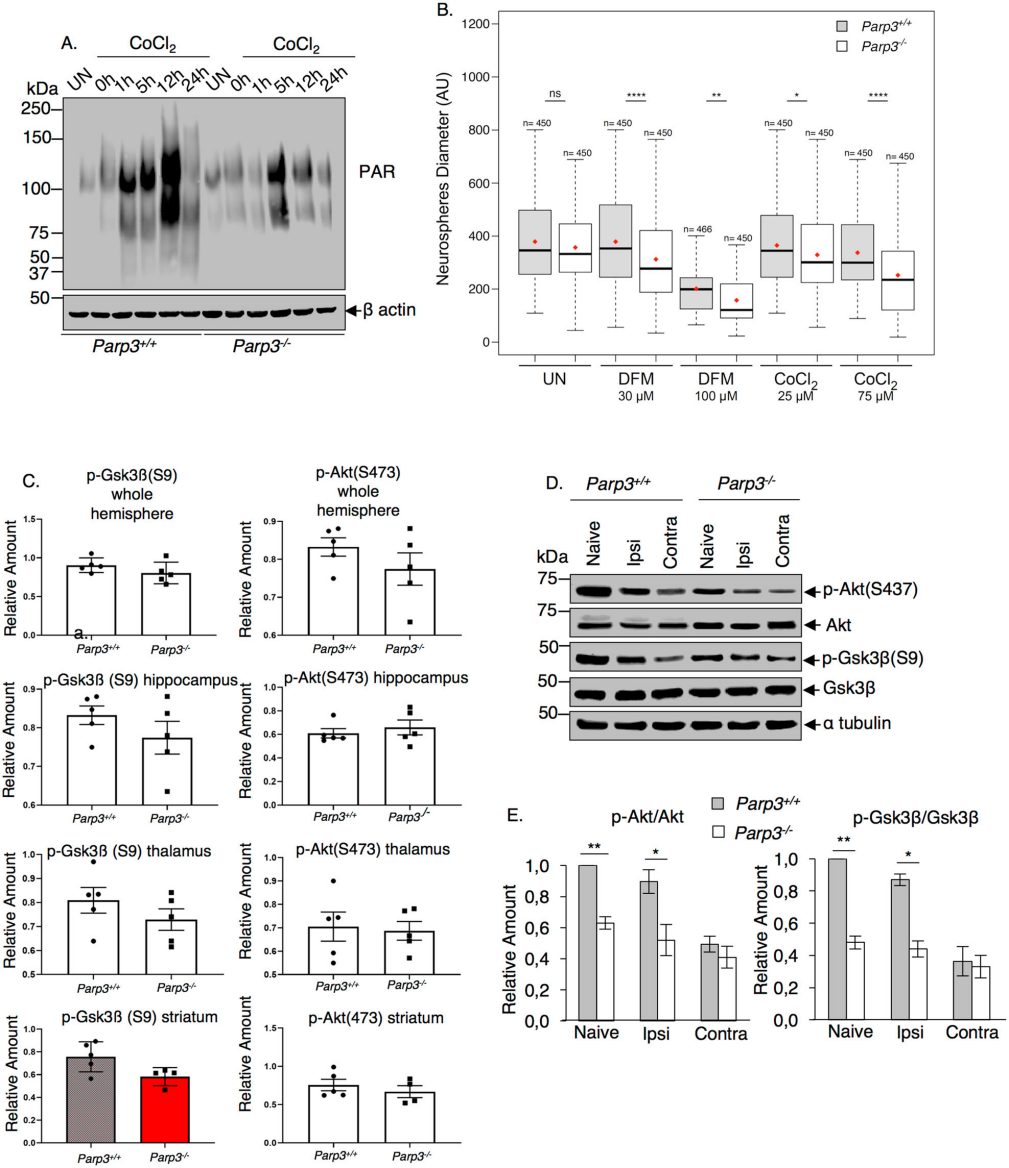
Reduced mTorc2 signaling in the striatum of post-natal Parp3-deficient mice and shortly upon hypoxia-ischemia. **a**, **b** Parp3 is involved in cell response to hypoxia. **a** Western blot analysis of ADP-ribose formation in *Parp3*^*+/+*^ and *Parp3*^*–/*^^–^ NPSCs at the indicated time points upon exposure to CoCl_2_ and in the untreated (UN) cells. **b** Diameter of neurospheres formed in *Parp3*^*+/+*^ and *Parp3*^*–/*^^–^ cultures 7 days upon exposure to the hypoxia mimetics CoCl_2_ and DFM for 48 h compared to untreated cultures (UN). Means are indicated in the boxplots as the red dots. Countings are from three independent experiments and three independent clones. *P < 0.05, **P < 0.01, ****P < 0.0001. **c** Immunostaining with anti p-Gsk3β (S9) and anti p-Akt (S473) of brain regions on ipsi and contralateral side of the ischemic event 6 h after cerebral hypoxia ischemia. Staining intensity was measured as a correlate of immunohistochemical reactivity in the ipsilateral relative to the contralateral side. Data are mean values ± s.d from 5 Parp3^+/+^ and 6 Parp3^*–/*^^–^ mice. **d** Western blot analysis for p-Akt (S473) versus Akt and p-Gsk3β (S9) versus Gsk3β and α-tubulin as loading control in total protein extracts of striatal biopsies from *Parp3*^*+/+*^ and *Parp3*^*–/*^^–^ mice either untreated (naïve) or 6 h upon exposure to HI. **e** Bar graphs depict the relative signal intensities of p-Akt versus Akt, p-Gsk3β versus Gsk3β, measured in three independent experiments and three mice of each genotype using Image J. Mean values ± s.d. are indicated. *P < 0.05, **P < 0.01.

Next, to explore the Parp3-mTorc2 pathway in vivo, we analyzed mTorc2 activity in specific brain subregions of *Parp3*^*+/+*^ and *Parp3*^*–/*^^–^ mice 6 h after cerebral HI (Fig. 7c–e). We applied the widely used Levine method modified for use in perinatal mice^57^. A combination of hypoxia and cerebral ischemia produces injury confined to the brain hemisphere ipsilateral to the occluded common carotid artery. Immunostaining did not show differences in the levels of p-Akt(S473) of wild type and mutant mice in the different brain regions analysed (e.g., hippocampus, striatum and thalamus) but revealed a significantly reduced p-Gsk3β(S9) staining specifically in the striatum of the *Parp3*^*–/*^^–^ mice compared to the *Parp3*^*+/+*^ mice. No significant difference of p-Gsk3β(S9) staining were detected in the other sub-regions (Fig. 7c). Further, western blot analysis of these markers in protein extracts from striatal biopsies showed reduced p-Gsk3β(S9) and p-Akt(S473) in the striatum of the naïve animals and after cerebral HI (Fig. 7d, e). In sum, these results confirmed a prominent role of Parp3-regulated mTorc2 signaling in vivo in striatum of naïve animals and after post-natal HI.

## Discussion

Neurogenesis in the adult brain throughout life involves a tightly regulated balance between reactive oxygen species (ROS) generation and scavenging^58^. Numerous studies have shown that under normal physiological conditions, ROS act as indispensable regulators of intracellular signaling to promote NPSC proliferation, differentiation and hence brain development and function^1,2^. Emerging evidence suggest that astrocytic mitochondrial ROS are important for brain metabolism and neuronal function^9^. In contrast, oxidative stress that results from elevated levels of ROS has been established as a key contributor of neurodegenerative diseases including Parkinson, Alzheimer or ageing, or cell death in ischemia-reperfusion injury. Moreover, the principal regulator of ROS production in the central nervous system are the NOX family of NADPH oxidases^59^. Still the understanding of the molecular events that control their activity and hence the redox homeostasis are unclear.

In this study, we demonstrate that the Poly(ADP-ribose) polymerase Parp3 controls astrocytic differentiation via NF-kB regulated Nox4-induced ROS production. Moreover, the process implicates a specific regulation of Nox4-dependent activation of mTorc2, a crosstalk previously identified in pulmonary artery smooth muscle cells^60^.

We show that the absence of Parp3 results in high pathological levels of Nox4-generated ROS that compromise efficient astroglial differentiation of NPSCs. We have not yet identified how Parp3-deficiency mediates increased nuclear translocation of NF-kB and Nox4 induction. However, taking into account that accumulation of DNA damage promotes NF-kB activation^61,62^, we speculate that Parp3-deficient NPSC and astrocytes display enhanced genome instability. Consistently, we detected higher levels of γH2AX expression in *Parp3*^*–/*^^–^ NPSC and astrocytes (Supplementary Fig. 8). In line with this, it has been demonstrated that PARP3 is involved in the activation of ATM, a key regulator of genotoxic stress-induced NF-kB signaling^63^. The upregulation of Nox4 has previously been associated with mitochondrial dysfunction in cardiac myocytes^39,64^. Similarly, we detected increased mitochondrial production of ROS and an impaired mitochondrial membrane potential in the Parp3-deficient astrocytes indicating mitochondrial dysfunction in our model. Mitochondrial ROS overload is restored to normal upon Nox4 silencing implying the causative role of enhanced Nox4 activity in Parp3-deficient astrocytes. Importantly, mitochondrially-derived oxidative stress has been implicated in the oxidation of Rictor resulting in the inactivation of mTorc2 and impaired Akt(S473) phosphorylation^65^. Consistently, our findings reveal that increased Nox4-generated ROS leads to dysfunctional mTorc2 signaling including attenuation of Akt(S473) phosphorylation during astrocytic differentiation of *Parp3*^*–/*^^–^ NPSCs. More specifically, we identified increased oxidation and Fbxw7-mediated ubiquitination and degradation of Rictor in the *Parp3*^*–/*^^–^ NPSCs. Moreover, in line with the role of oxidation-induced conformational changes in the ubiquitination and clearance of redox-sensitive proteins^51,52^, our findings demonstrate the contribution of Nox4-induced oxidative stress in the oxidation of Rictor and consequently its ubiquitination-mediated degradation resulting in a decrease in mTorc2 activity.

The analysis of the transcriptomic data revealed that genes coding for proteins involved in the ECM structure and development including proteoglycans and glycoproteins are predominantly affected in the Parp3-deficient astrocytes. It has been extensively reported that ECM molecules produced by astrocytes play instrumental roles in the establishment and function of synapses and in neuronal activity and plasticity during development and in the mature brain, or in brain regeneration upon injury^66–69^. 

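The 172 matrix genes tested in astrocytes d4 had log2 fold changes in the authors' deposited table with quartiles of -2.25 and 0.05, and 124 of them were below 0. Their median differed by -0.99 from that of random lists. In 10000 random lists of as many genes matched on transcript length, no median was lower than -0.28 (two-sided permutation test, p = 0.0001, the smallest p that 10000 lists can give). Genes of the matrix are regulated together, which random lists do not allow for, so the p-values of these lists describe the table. Of the 172 genes, 66 were lower and 14 higher with an adjusted p-value under 0.05 in the authors' deposited table. The 34 collagen genes had a median of -1.43, the 34 proteoglycan genes -1.02 and the 104 matrix glycoprotein genes -0.90 in the authors' deposited table. Each of these families lay below its 10000 length-matched random lists (two-sided permutation test, Benjamini-Hochberg adjusted p = 0.0001 over 4 lists). The 10 matrix genes with the smallest p-values were not all lower. *Cspg4*, *Col11a1*, *Col5a1*, *Col8a1*, *Igfbp3*, *Vcan*, *Lgi2* and *Fbln1* were lower, with log2 fold changes from -6.51 to -2.48 in the authors' deposited table. *Spock2*, a proteoglycan gene on chromosome 10 from 60106219 to 60135198, was higher with 5.41 (adjusted p = 1.11e-52), and *Nid1*, a basement membrane glycoprotein gene on chromosome 13 from 13437551 to 13512269, was higher with 4.91 (adjusted p = 3.22e-26) in the authors' deposited table.

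**Figure D2:**
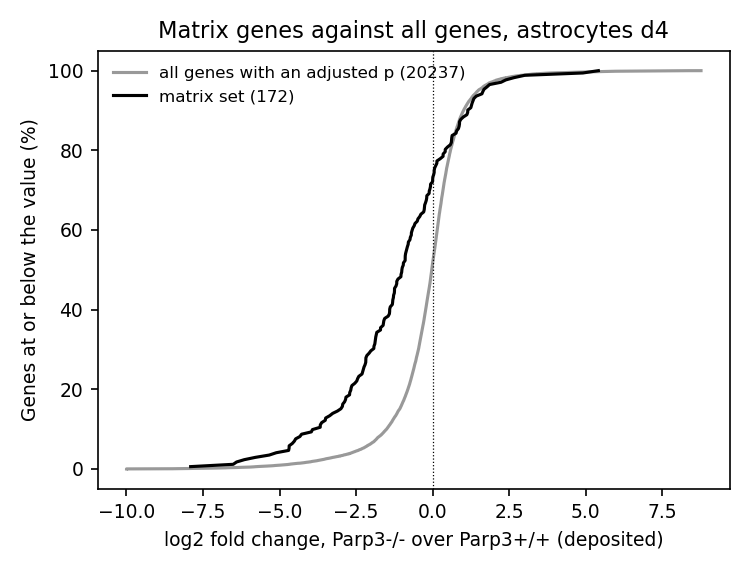
Percent of genes at or below each log2 fold change of *Parp3*-/- over *Parp3*+/+ astrocytes d4 (vertical axis, percent; horizontal axis, log2 fold change of the authors' deposited table), for the 20237 genes tested (grey) and the 172 matrix genes (black). The curve of the matrix genes lies left of the other at negative values, with a lower quartile of -2.25, and the curves meet at higher values.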

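In the Gene Ontology annotation of the authors' deposited table, 419 of the genes tested in astrocytes d4 carried the term synapse. By the fold change reading of Fig. 2A, 42 of them were lower in the Parp3-deficient astrocytes against 24.9 by chance (odds ratio 1.79, two-sided Fisher's exact test, adjusted p = 0.00227 over the 50 tests of terms). A further 39 synapse genes were higher against 18.3 by chance (odds ratio 2.30, two-sided Fisher's exact test, adjusted p = 2.92e-05). Postsynaptic membrane was listed for 179 genes, of which 16 were lower against 10.7 by chance (odds ratio 1.56, two-sided Fisher's exact test, adjusted p = 0.152). As many genes of this term were higher, against 7.82 by chance (odds ratio 2.17, two-sided Fisher's exact test, adjusted p = 0.0139). Whether the lower and the higher genes differ in these terms was not tested.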

Consistently, several of the Parp3-regulated transcripts are associated with synapse activity. It is also established that increased levels of ROS can alter ECM properties at multiple levels. A focus on degenerative chronic diseases highlighted the specific role of NADPH oxidase-mediated ROS production in ECM degradation^70,71^. Based on these observations, our findings suggest that Parp3 controls the production and function of ECM by regulating the overdose of Nox4-generated ROS which has fundamental implications in the astroglial differentiation and activation.

In vivo, we find that the alteration of mTorc2 signaling prevails in the striatum of the naïve post-natal Parp3-deficient mice or shortly after hypoxia-ischemia. Moreover, increased ROS, reduced p-Akt(S473) signaling and altered astrocytic differentiation is confirmed in the *Parp3*^*–/*^^–^ NPSC isolated from the subventricular zone, an important germinal zone for striatal neurogenesis (Supplementary Fig. 9). These findings imply that Parp3 confers a brain-region-specific regulation of the ROS balance and the mTorc2 complex and indicate a higher vulnerability in the striatum of the *Parp3*-deficient mice. Because an overload of ROS production is associated with a variety of CNS diseases throughout aging, we speculate that the deleterious effects of reduced mTorc2 activity might become more pronounced in aged animals. Moreover, given the altered mTorc2 signaling after cerebral hypoxia-ischemia detected here and the role of oxidative stress to stroke injury, we may speculate that *Parp3*^*–/*^^–^ mice are more vulnerable to HI.

In sum, our work unveils an important role of Parp3 in promoting efficient astroglial differentiation that implicates a fine-tuned regulation of striatal Nox4-derived ROS and mTorc2 activation. Whether this role of Parp3 has implications in CNS development or related behavior or in the regeneration of the striatum after HI merits further investigations. If so, the relevance of PARP3 inhibition in clinical therapeutic trials for cancer treatment has to been taken with care.

## Supplementary information

Supplementary material

Supplementary Table 1

Supplementary Table 2

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

Supplementary Figure 7

Supplementary Figure 8

Supplementary Figure 9

Supplementary figure legends

# Supplementary material for: Parp3 promotes astrocytic differentiation through a tight regulation of Nox4-induced ROS and mTorc2 activation
**Source:** Cell Death Dis. 2020 Nov 6;11(11):954. doi: 10.1038/s41419-020-03167-5
**Supplement:** Supplementary file 1 — Supplementary material

**Supplementary material and methods**

**Ethical approvement for animal use**

Animal experiments have been approved by FOTS (Forsøksdyrforvaltningens tilsyns- og søknadssystem) as the experimental animal administration's supervision and application system of Norway. Project ID 7261.

**Neurosphere cultures and treatments**

For self-renewal assays and neurosphere size determination (related to Supplementary Fig.1), single-cell suspensions were replated at 40 cells.μl^-1^ in 6 well plates. The number and size of primary, secondary, tertiary or quaternary spheres were determined after 7 days *in vitro* culture. For each genotype, the mean neurospheres-forming frequency was obtained from three biological replicates and three independent clones by counting at least 10 independent fields by replicate and cell group. The mean neurospheres diameter (Arbitrary Unit, AU) is obtained from 150 randomly chosen neurospheres by replicate per clone and analysed using Image-J software.

For treatment with the chemical agents (related to Supplementary Fig. 3 and 5), viable single cells were seeded at 1,5.10^6^ cells.ml^-1^ 24h before treatment. Cells were treated with 10 μM paraquat (PQ, Sigma), 1 μM menadione (Menad. Sigma) or 1 μM H_2_O_2_ (Sigma) for 1h and with CoCl_2_ (Sigma) or Deferroxamine Mesylate Salt (DFM, Sigma) at the indicated concentrations for 24h. Medium was renewed and cells were processed as indicated.

**Calcein AM viability assay**

(Related to Supplementary. Fig. 2). Single NSPC cells were seeded at 4x10^4^ cells per well in 24- black-walled plates and processed for differentiation to astrocytes. At the indicated time points, cells were processed for calcein-AM staining (Interchim Flow probes) and calcein fluorescence production was measured using the Typhoon FLA 9500 Biomolecular Imager.

**Acid extracts**

For the analysis of γH2AX and H2AX (related to Supplementary Fig. 6), exponentially growing cells were collected and lysed by incubation on ice for 10 minutes in Triton-Extraction Buffer (TEB) (PBS containing 0.5% Triton X100, 2mM PMSF, 0.02% NaN3) at a density of 1.10^7^ cells/mL. After centrifugation at 6500g at 4°C for 10 minutes, nuclei pellets were washed once in TEB, resuspended in 0.2 N HCl at a density of 4.10^7^ nuclei/mL and acid extracted overnight at 4°C. After centrifugation at 6500g at 4°C for 10 minutes, cleared suspension were treated with 2M NaOH at 1/10 the volume of the suspension and protein content was quantified by Bradford protein assay. Proteins were analysed by 10% SDS-PAGE and immunoblotting using the appropriate antibodies.

**Preparation of total RNA libraries and sequencing**

Cytoplasmic and mitochondrial ribosomal RNA (rRNA) was removed using biotinylated, target-specific oligos combined with Ribo-Zero rRNA removal beads. Following purification, the depleted RNA was fragmented into small pieces using divalent cations at 94°C for 2 minutes. Cleaved RNA fragments were then copied into first strand cDNA using reverse transcriptase and random primers followed by second strand cDNA synthesis using DNA Polymerase I and RNase H. Strand specificity was achieved by replacing dTTP with dUTP during second strand synthesis. The double stranded cDNA fragments were blunted using T4 DNA polymerase, Klenow DNA polymerase and T4 PNK. A single 'A' nucleotide was added to the 3' ends of the blunt DNA fragments using a Klenow fragment (3' to 5'exo minus) enzyme. The cDNA fragments were ligated to double stranded adapters using T4 DNA Ligase. The ligated products were enriched by PCR amplification (30 sec at 98°C; [10 sec at 98°C, 30 sec at 60°C, 30 sec at 72°C] x 12 cycles; 5 min at 72°C). Surplus PCR primers were further removed by purification using AMPure XP beads (Beckman-Coulter, Villepinte, France) and the final cDNA libraries were checked for quality and quantified using capillary electrophoresis.

For sequencing, Cutadapt 1.10 (-- adapter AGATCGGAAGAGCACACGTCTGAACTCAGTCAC--quality-cutoff 20,20--anywhere"A(100)--minimum-length 40) was used for read preprocessing: adapter, poly-A and low quality (Phred quality score below 20) bases trimming, removal of readers shorter than 40 bp after trimming. Reads mapping to spike and rDNA sequences were also discarded. Reads were mapped onto the mm10 assembly of Mus musculus genome using STAR version 2.5.3a (--twopassMode Basic) (28). Gene expression was quantified using htseq-count release 0.6.1p1 (29)(--mode union –minaqual 10) and gene annotations from Ensembl release 92.

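In union mode, a read is assigned to a gene only when the features it overlaps belong to that gene alone, so reads in the overlap of neighbouring genes are left uncounted, and reads that map to several places fall under the mapping quality limit. Genes with near-identical copies elsewhere in the genome are thus counted from their unique parts only. The libraries keep the strand of the RNA, but the options listed for the counting step do not name a strand setting. How the counts treat the strand is therefore unknown, which could bear on all genes and not only on overlapping genes on opposite strands. The deposited table gives, for each gene counted in this way, the comparison of the genotypes together with the median length of its transcripts, its position on mm10, its type and its Gene Ontology terms.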

# Supplementary material for: Parp3 promotes astrocytic differentiation through a tight regulation of Nox4-induced ROS and mTorc2 activation
**Source:** Cell Death Dis. 2020 Nov 6;11(11):954. doi: 10.1038/s41419-020-03167-5
**Supplement:** Supplementary file 2 — Supplementary Table 1

**Supplementary Table 1:** List of antibodies used in the study

| **Name** | **Company + number** | **Concentration** |
| --- | --- | --- |
| Rabbit anti-PARP3 (4698) | Home made | WB 1:10000 |
| Mouse anti-PARP1 (EGT69) | Home made | WB 1:10000 |
| Rabbit anti-Poly(ADP-ribose) | Trevigen  4336-BPC-100 | WB 1:1000 |
| Mouse anti-GFAP (GA5) | Millipore MAB360 | WB 1:1000 |
| Mouse anti-SOX2 | R&D Systems MAB2018 | WB 1:1000 |
| Rabbit anti-NANOG | Thermo Fisher Scientific  PA1-097 | WB 1:1000 |
| Rabbit anti-phospho mTORC2 (S2481) | Cell Signaling #2974 | WB 1:1000 |
| Rabbit anti-mTOR | Cell Signaling #2972 | WB 1:1000 |
| Mouse anti-Rictor (H-11) | Santa Cruz Biotech  sc-271081 | WB 1:1000, IP 1:100 |
| Rabbit anti-Rictor | Sigma SAB4200141 | WB 1:2000 |
| Rabbit anti-cystein sulfenic acid | Millipore 07-2139 | WB 1:10000 |
| Mouse anti-phospho Akt (S473) | Santa Cruz Biotech  Sc-293125 | WB 1:1000 |
| Goat anti-Akt (C-20) | Santa Cruz Biotech sc-1618 | WB 1:1000 |
| Rabbit anti-phospho GSκ3β (S9) (53B) | Cell Signaling #9323 | WB 1:1000 |
| Rabbit anti-GSκ3β (27C20) | Cell Signaling #9315 | WB 1:1000 |
| Rabbit anti-HIF1α | Bethyl Labs A300-286A | WB 1:1000 |
| Mouse anti-HA (6E2) | Cell Signaling #2367 | WB 1:1000 |
| Rabbit anti-FBXW7 (MR) | Aviva Systems Biology ARP37443_P050 | WB 1:750 |
| Rabbit anti-βactin | Sigma-Aldrich A2066 | WB 1:10000 |
| Mouse anti-αtubulin | Sigma Aldrich T9026 | WB 1:10000 |
| Rabbit Lamin B1, B-5-1-2 | Abcam ab16048 | WB 1:1000 |
| Rabbit NOX4 | GeneTex International GTX121929 | WB 1:1000 |
| Rabbit DUOX1 | Abbexa Technology abx124235 | WB 1:1000 |
| Mouse anti-phospho Akt (S473) (C11) | Santa Cruz Biotech  Sc-514032 | IHC 1:50 |
| Rabbit anti-Akt | Sigma Aldrich SAB4500798 | IHC 1:100 |
| Rabbit anti-phospho GSκ3β (S9) (5B3) | Cell Signaling #9323 | IHC 1:50 |
| Rabbit anti-GSκ3β (3D10) | Cell Signaling #9315 | IHC 1:50 |
| Mouse anti-NF-kB p65 | Santa Cruz Biotech sc8008 | WB 1:1000 |
| Rabbit anti-Sin1 | Cell Signaling #12860 | WB 1:1000 |
| Rabbit anti-LST8 | Cell Signaling #3227 | WB 1:1000 |

# Supplementary material for: Parp3 promotes astrocytic differentiation through a tight regulation of Nox4-induced ROS and mTorc2 activation
**Source:** Cell Death Dis. 2020 Nov 6;11(11):954. doi: 10.1038/s41419-020-03167-5
**Supplement:** Supplementary file 3 — Supplementary Table 2

**Supplementary Table 2:** List of RT-qPCR primers used in the study

| Gene | Sequences |
| --- | --- |
| *Parp3* | Fwd 5’-TGGCAAGGGCATCTACTTTG-3’  Rev 5’-TCCGTGTTGATATGGTGCTC-3’ |
| *Sox2* | Fwd 5’-CATGGGCTCTGTGGTCAAGT-3’  Rev 5’-CGGGGAGGTACATGCTGATC-3’ |
| *Oct4* | Fwd 5’-GAGAAGTGGGTGGAGGAAGC-3’  Rev 5’-CTCCACCTCACACGGTTCTC-3’ |
| *Nanog* | Fwd 5’-GAAGTACCTCAGCCTCCAGC-3’  Rev 5’-CACTGGTTTTTCTGCCACCG-3’ |
| *Gapdh* | Fwd 5’-AGCTTGTCATCAACGGGAAG-3’  Rev 5’-TTTGATGTTAGTGGGGTCTCG-3’ |
| *Gfap* | Fwd 5’-TCCTGGAACACGAAAACAAG-3’  Rev 5’-CAGCCTCAGGTTGGTTTCAT-3’ |
| *Nox4* | Fwd 5’-AAACACCTCTGCCTGCTCAT-3’  Rev 5’-CGCCCAACATTTGGTGAATG-3’ |
| *Duox1* | Fwd 5’-ACCAAGCCAACCTTTCCA-3’  Rev 5’-ACAGCCTCGTCTTCCCAC-3’ |
| *Cspg4* | Fwd 5′-AATGAGGACCTGCTACACGG-3′,  Rev 5′- CATCTGTAGTCAACAGCCGC-3′ |
| *Tnc* | Fwd 5’-ACCATGCTGAGATAGATGTTCCAAA-3’  Rev 5’- CTTGACAGCAGAAACACCAATCC-3’ |
| *SerpinH1* | Fwd 5’-CTGCAGTCCATCAACGAGTGGGC-3’  Rev 5’-ATGGCGACAGCCTTCTTCTGC-3’ |
| *Col11a1* | Fwd 5’-CTGGTCATCCTGGGAAAGAA-3’  Rev 5’TTGAATCCTGGAAAGCCATC-3’ |
| *Col5a1* | Fwd 5’-TGCCCTCTGACTGCCTCTAT-3’  Rev 5’-CACATTGCAGCCTGAAAGAA-3’ |
| *Col8a1* | Fwd 5’-AACTACAACCCGCAGACAGG-3’  Rev 5’-TGAATAGAGCAACCCACACG-3’ |
| *Ank3* | Fwd 5’-CTGGTAAAGAGACATAAACTGGC-3’  Rev 5’-CCATTGAGAAGCTCCGCGAG-3’ |
| *Adamts14* | Fwd 5’-AGCCTGGCCTACAAGTACGTCAT-3’  Rev 5’-CTCCTCCACAGGCCTTGCTGCA-3’ |
| *Adamts1* | Fwd 5’-CTGGCAGAAACAACACAACAG-3’  Rev 5’-TGAATTGGGCCATGTGTTTAAC-3’ |
| *Adamts20* | Fwd 5’-AATGTGCCAAGGTCTTCATAGA-3’  Rev 5’-AAACAGTGGCATCGGTAAGT-3’ |
| *Flot2* | Fwd 5’-AGGCTGTTGTGGTTCTGACTA-3’  Rev 5’-TGCAACGTCATAATCTCTAGGGA-3’ |
| *Grm4* | Fwd 5’-GGCCCTCAAGTGGAACTATG-3’  Rev 5’-CTCGTTGGCAAAGATGATGA-3’ |
| *Grin2a* | Fwd 5’-ATTCAACCAGAGGGGCGTA-3’  Rev 5’-TTCAAGACAGCTGCGTCATAG-3’ |
| *Shisa 6* | Fwd 5’-GCCAGCGCGACTGTTACTTAC-3’  Rev 5’-TCGCTGTTGTTGCACTCGA-3’ |

# Supplementary material for: Parp3 promotes astrocytic differentiation through a tight regulation of Nox4-induced ROS and mTorc2 activation
**Source:** Cell Death Dis. 2020 Nov 6;11(11):954. doi: 10.1038/s41419-020-03167-5
**Supplement:** Supplementary file 13 — Supplementary figure legends

**Legends to Supplementary Figures 1-9**

**Supplementary Fig. 1** Parp3 is not required for neurosphere formation, proliferation and self-renewal. Related to Figure 1. **A**. Number of primary neurospheres obtained from *Parp3^+/+^* and *Parp3^-/-^* mice. Representative images of primary neurosphere cultures of both genotypes are shown. Values represent the means +/- s.d of three biological replicates and three independent clones. **B**. qPCR for the stemness markers *Nanog*, *Sox2* and *Oct4* of primary neurospheres from *Parp3^+/+^* and *Parp3^-/-^* mice in proliferation conditions. Data are expressed relative to *Gapdh.* Values represent the means +/- s.d. of ≥ 2 independent experiments and the three independent clones. **C.** Western blot analysis of the stemness markers Nanog and Sox2 relative to Gapdh in total extracts of 3 independent *Parp3^+/+^* and *Parp3^-/-^* NPSC cultures. **D**. Diameter of neurospheres formed at passage 2-4 in *Parp3^+/+^* and *Parp3^-/-^* cultures in proliferation conditions. Means are indicated in the boxplots as the red dots. Countings are from three independent experiments and three independent clones. **E**. Self-renewal capacity of neurospheres from *Parp3^+/+^* and *Parp3^-/-^* mice. Values represent the means +/- s.d. of three independent experiments and the three independent clones. f. Total number of NPSCs per neurosphere throughout passaging (P1-P4) in *Parp3^+/+^* and *Parp3^-/-^* cultures. Values represent the means +/- s.d. of three biological replicates and the three independent clones. **H**. Diameter of secondary neurospheres formed in *Parp3^+/+^* and *Parp3^-/-^* cultures in proliferation conditions. Means are indicated in the boxplots as the red dots. Countings are from three independent experiments and three independent clones.

**Supplementary Fig. 2** *Parp3^-/-^* astrocytes display an immature phenotype but viability is not impaired. Related to Figure 1. **A.** Bar graphs depict the % of Gfap+ cells (number of Gfap+/total number of Dapi+ cells) in Parp3^+/+^ and Parp3^-/-^ cultures throughout differentiation. Countings are from two independent experiments and two independent clones. Values represent the means +/- s.d. *<0,05, **P<0,01. **B.** Measurements of viability in *Parp3^+/+^* and *Parp3^-/-^* NPSC cultures and during astrocytic differentiation (d1-d7). Single NSPC cells were seeded at 4x10^4^ cells per well in 24- black-walled plates and processed for differentiation to astrocytes. At the indicated time points, cells were processed for calcein-AM staining (Interchim Flow probes) and calcein fluorescence production was measured using the Typhoon FLA 9500 Biomolecular Imager. Countings are from three independent experiments and three independent clones. Values represent the means +/- s.d. of three biological replicates.

**Supplementary Fig. 3** The absence of Parp3 sensitizes NPSCs to chemical-induced oxidative stress. Related to Figure 3. **A.** Neurosphere formation of *Parp3^+/+^* and *Parp3^-/-^* NPSCs 7 days after exposure to the indicated doses of Paraquat (PQ) for 1h compared to mock-treated cultures (UN). Values represent means +/-s.d. of three biological replicates and the three independent clones, **P<0,01, ***<0,0001. **B.** Neurosphere formation of *Parp3^+/+^* and *Parp3^-/-^* NPSCs 7 days after exposure to the indicated doses of Menadione (Menad.) for 1h compared to mock-treated cultures (UN). Values represent means +/-s.d. of three biological replicates and the three independent clones, **P<0,01. **C.** Neurosphere formation of *Parp3^+/+^* and *Parp3^-/-^* NPSCs 7 days after exposure to the indicated doses of H_2_O_2_ for 1h compared to mock-treated cultures (UN). Values represent means +/-s.d. of three biological replicates and the three independent clones, *P<0,05, **P<0,01. **D**. Representative images of *Parp3^+/+^* and *Parp3^-/-^* neurospheres 7 days after exposure to Paraquat (PQ), Menadione (Menad.) or H_2_O_2_. **E.** Diameter of neurospheres formed in *Parp3^+/+^* and *Parp3^-/-^* cultures 7 days upon exposure to H_2_O_2_, Paraquat (PQ) or Menadione (Menad.) for 1h compared to untreated cultures (UN). Means are indicated in the boxplots as the red dots. Countings are from three independent experiments and three independent clones. ****P<0,0001, ns, non-significant.

**Supplementary Fig. 4** The absence of Parp3 has no impact on the expression level of Duox1. Related to Figure 4. The bar graph depicts the relative fold increase of Duox1 levels in astrocytes relative to NPSCs in the *Parp3^+/+^* and *Parp3^-/-^* genotypes. Values represent means +/- s.d. of three independent experiments and two independent clones.

**Supplementary Fig. 5** Impaired mTorc2 signaling in Parp3-deficient cells is caused by reduced expression of Rictor but the expression levels of mSin1 and mLST8 are not affected. Related to Figure 5. Bar graphs depict the relative signal intensities of Rictor versus a-tubulin, mSin1 versus a-tubulin and mLST8 versus a-tubulin measured in the *Parp3^+/+^* and *Parp3^-/-^* genotypes and in three independent experiments using Image J. Mean values +/- s.d. are indicated. *<0,05, **P<0,01, ***P<0,001.

**Supplementary Fig. 6** Parp3 is involved in cell response to hypoxia. Related to Figure 7. **A.** Neurosphere formation of *Parp3^+/+^* and *Parp3^-/-^* NPSCs 7 days after exposure to the hypoxia mimetics CoCl_2_ and DFM for 48h compared to untreated cultures (UN). Values represent means +/- s.d. of three biological replicates and three independent NPSCs isolations. **P<0,01, ***P<0,001. **B.** Western blot analysis for the expression of Hif1a relative to b actin as loading control in *Parp3^+/+^* versus the *Parp3^-/-^* NPSCs either untreated (UN) or treated with the hypoxia mimetics CoCl_2_ and DFM.

**Supplementary Fig. 7** Parp3-catalysed ADP-ribosylation is temporarily induced by CoCl2. Related to figure 7. Western blot analysis of ADP-ribose formation in *Parp3^+/+^* and *Parp3^-/-^* NPSCs at the indicated time points upon exposure to CoCl_2_ with or without PARP inhibitor (Olaparib, 100 nM) and in the untreated (UN) cells. The gradual increase in CoCl2-induced ADP-ribosylation is temporarily reduced in Parp3-deficient NPSCs (T12h) suggesting a time-controlled induction of Parp3-catalysed ADP-ribosylation. The additional Olaparib-induced inhibition of ADP-ribosylation in the Parp3^-/-^ cells suggest that the residual ADP-ribose products can be due to PARP1 and/or PARP2 activity.

**Supplementary Fig. 8** Parp3-deficient NPSC and astrocytes display enhanced genome instability. Related to figure 4. **A.** Western blot analysis for gH2AX and H2AX in proliferating NPSCs and throughout differentiation to astrocytes in acid extracts from *Parp3^+/+^* and *Parp3^-/-^* cultures. **B.** The bar graph depicts the relative signal intensities of gH2AX relative to H2AX in *Parp3^+/+^* and *Parp3^-/-^* NPSC and astrocytes using Image J. Values represent means +/- s.d of three independent experiments and two independent clones, *< 0,05; **P<0,01.

**Supplementary Fig. 9** The absence of Parp3 compromizes p-Akt(S473), astrocytic differentiation, and ROS production in NPSC isolated from the subventricular zone (SVZ). Related to figures 1, 3 and 5. **A**. Western blot analysis for the levels of p-Akt (S473), Akt, Gfap and b actin as loading control in *Parp3^+/+^* and *Parp3^-/-^* SVZ-isolated NPSCs and throughout their differentiation to astrocytes (d2-d8). **B**. Bar graphs depict the relative signal intensities of p-Akt versus Akt, and Gfap versus b actin measured in three independent experiments using Image J. Mean values +/- s.d. are indicated. *<0,05, **P<0,01. **C**. Measurement of total ROS production in *Parp3^+/+^* versus *Parp3^-/-^* SVZ-isolated NPSCs and throughout astrocyte differentiation (d1-d8). Values represent means +/- s.d. of three biological replicates. *P<0,05, **P<0,01.

How the deposited data were processed for this re-analysis (not part of the article)

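Ribosomal RNA-depleted total RNA of *Parp3*+/+ and *Parp3*-/- astrocytes was sequenced after 4 days of differentiation, with 3 libraries labelled for each genotype. The authors trimmed the reads with Cutadapt 1.10, mapped them to mm10 with STAR 2.5.3a and counted them per gene with htseq-count 0.6.1p1 on Ensembl release 92 genes. The authors then compared the genotypes and deposited 1 table with a log2 fold change per gene, a p-value for 35387 of the 35519 genes and an adjusted p-value for 20237 of them. The paper's text and supplements name no package specific to that comparison. They state in general that statistics were done with GraphPad Prism or R. The positions of genes are those of the table and refer to mm10.

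The table has 18 further columns with the counts of single libraries, as counted, normalized, and divided by transcript length. They are named by codes that neither the labels of the samples nor the paper pair with a genotype, and they were not used here. No total count per library, spread between replicates or confidence interval is therefore given, and the depth behind each value is unknown here. The tests fixed before the data were examined were count-based fits with a genotype factor on these columns. They were replaced by the authors' own comparison, and lists, ranks, overrepresentation and list shifts were computed from its values.

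The deposited log2 fold changes are text. Values under 1 in size have a decimal comma, and larger ones have a comma every 3 digits and no decimal point. They were read with the point after the first digit. Of 5339 values of 1 or more in size among the genes with an adjusted p-value, 3504 have 1 as the first digit, and a value from 10 to 20 would be read as 1 to 2. The decoded values thin out to 6 genes between 9 and 10. Counts at a fold change of 2 are the same under both readings, since each reading exceeds 2-fold. Counts at a log2 fold change beyond 2 are not, since such values would be missed. A second reading was not run. The log2 fold changes of *Parp3*, *Gapdh*, *Actb*, *Mtor* and other genes between 1 and 2 in size rest on this reading.

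Genes with an adjusted p-value (20237 of 35519) were the genes tested and the background of each overrepresentation test, of which 14409 are protein-coding. No gene without an adjusted p-value passed the fold change reading of Fig. 2A. The figure prints 0.5 and 2 for a fold change marked Log2, which was read as a fold change under 0.5 or above 2 with an unadjusted p-value under 0.001. Overrepresentation was tested with the two-sided Fisher's exact test, on a matrix list of 242 symbols written before the data were examined and on 25 Gene Ontology terms chosen afterwards. The shift of a list was measured as its median against 10000 random lists of the same size, matched on 10 bins of transcript length. The matching on mean expression that had been planned needs the unused columns and was not run. Adjusted p-values for these tests are Benjamini-Hochberg values. Chromosomes with at least 100 genes tested were compared with random sets of as many genes, and GC content was taken from the longest transcript of each gene in the GENCODE vM21 transcripts of the same build, which gave a value for 20206 of the 20237 genes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.

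The methods were tested on simulated data. All 200 encoded cells were decoded to the values they were made from. This shows that the decoding reverses the assumed encoding, and not that the deposited cells were written in that way. Among 200 lists of 100 genes without a shift, 6 were called at p under 0.05, and all 200 lists lowered by 1 on the log2 scale were called. The log2 fold changes were first permuted over genes, and each list was compared with 200 random lists. These rates thus hold for independent genes and not for lists of genes regulated together. A chromosome raised in simulation was called and none of the other 19 was. The adjustment for GC content and transcript length brought the difference of genes shifted by their GC content to under 0.5 of its size in 20 of 20 simulated sets. The shift was made with the bins of GC content that the adjustment uses, so this outcome was largely fixed in advance. A shift by transcript length was not simulated.

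The genes named were set by a rule before the data were examined. They are *Parp3* and the 26 genes of the heatmap, the genes the paper measured by other methods, the 5 largest falls and the 5 largest rises with an adjusted p-value under 0.05, the 10 matrix genes with the smallest p-values, 5 sex-linked genes, and up to 5 genes within 5 Mb of *Parp3* with an adjusted p-value under 0.05. The rule also asked for a minimum mean count and for genotypes that do not overlap, which could not be applied without the single libraries. Alternatives tried were other readings of the threshold, protein-coding genes as background, another scope of the p-value adjustment, chromosomes left out, and values taken relative to *Gapdh*.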

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

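The adjustment for GC content and transcript length and the test of windows were set out before their results were seen, and the others in this part, the comparison within bins included, after. The log2 fold changes of the authors' deposited table were compared between chromosomes, which the paper does not do. The genes of 4 chromosomes stood apart from the rest by more than 0.25 on the log2 scale, a limit set after the medians had been seen, and those of chromosome 4 by 0.21. The 787 genes tested on chromosome 15 had a median -0.61 from that of all other genes, and 79.9% of them were below 0. The 986 genes on chromosome 10 had a median 0.53 above the others, with 29.0% below 0. Chromosome 5 differed by -0.29 and chromosome X by 0.26. In 10000 random sets of as many genes, a difference as large as that of chromosomes 4, 5, 10, 15 or X did not occur. Each had a permutation p = 0.0001, the smallest they can give (Benjamini-Hochberg adjusted p = 0.0004 over the chromosomes with at least 100 genes). Genes are not independent replicates, however.

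After the values were adjusted for GC content and transcript length, the difference was 0.54 for chromosome 10 and -0.60 for chromosome 15, which alone does not show that the adjustment could have removed them. When genes were compared within bins of similar GC content or of similar transcript length, chromosome 10 kept more than 0.5 of its difference in 10 of 10 bins of either property and chromosome 15 in 10 of 10 as well. In simulated data the adjustment brought a shift made by GC content to under 0.5 of its size in 20 of 20 sets. That shift was made with the same bins of GC content that the adjustment uses, so its removal was largely fixed in advance. A shift by transcript length was not simulated. By the comparison within bins, these properties as measured do not account for the shifts. Nor do a few clusters of genes, since 13 of 13 windows of 10 Mb on chromosome 10 had a median above that of the other chromosomes, from 0.29 to 0.87, and 11 of 11 windows on chromosome 15 had one below it, from -1.13 to -0.15. The shifts were less even elsewhere, with 13 of 16 windows on chromosome 5 and 14 of 15 on chromosome X on the side of the chromosome. After the same adjustment chromosome 5 differed by -0.28 and chromosome X by 0.24. No cause beyond chance, GC content, transcript length and clusters of genes was tested for them. A single scaling factor per library would move all chromosomes alike. A candidate explanation is a difference in the number of copies of chromosomes 10 and 15 between the cultures of the genotypes, since the differences of 0.53 and -0.61 are near 0.58 in size, the log2 ratio of 3 copies to 2. This cannot be decided here, because neither DNA nor the values of single libraries were used, and a regulation of many genes on these chromosomes by Parp3 or a difference between only some of the cultures cannot be told apart from it. By the fold change reading of Fig. 2A, chromosome 15 has 109 lower and 11 higher genes, and chromosome 10 has 31 lower and 124 higher genes, in the authors' deposited table.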

How the results depend on the processing

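No paired analysis was possible because the columns of the single libraries carry codes that are not paired with a sample, so the replicate numbers of the labels were not usable. For the same reason the other alternatives set before the data were examined which need these columns were not run, namely another size factor method, another count-based test, no filter or a filter of at least 10 counts on low genes, the replicate number as a factor, leaving out each replicate in turn, random lists matched on mean expression, and the set test with its preset correlation between genes. A mean of all libraries per gene would not need codes paired with samples, but the columns were left unused for it too. Other splits of the libraries were not counted either. How far single libraries carry the results is thus unknown.

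The number of genes past the fold change reading of Fig. 2A depended on how its fold change is read. With a log2 fold change above 2 or under -2, the 1205 lower genes of the authors' deposited table became 693 and the 884 higher genes became 273. The share of lower genes among the calls rose from 57.7% to 71.7% with it. With the adjusted p-value under 0.001 as well, a combination that was chosen after seeing the data, 571 lower and 224 higher genes were left in the authors' deposited table. With the adjusted p-value alone the counts were 945 and 709. The lost decimal point bears on the counts at a log2 fold change beyond 2, and the cause of the changed split was not tested.

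Matrix genes stayed overrepresented among the lower genes in each of the 5 alternatives run, with odds ratios from 4.71 to 8.28 against 5.77, of which the combined threshold (8.28) and the test without chromosomes 10 and 15 (5.97) were chosen after seeing the data. Among the higher genes they were not overrepresented at p under 0.05 in any of them, and the odds ratio of 1.21 fell to 0.995 with the adjusted p-value under 0.001 and to 0.966 with protein-coding genes only, on the other side of 1. It rose to 2.21 (Fisher's exact test, p = 0.0839) with a log2 fold change beyond 2 and to 2.15 (Fisher's exact test, p = 0.124) with the adjusted p-value under 0.001 as well. The term extracellular matrix among the higher genes moved from 0.724 to 1.02 with a log2 fold change beyond 2 and to 1.25 with the adjusted p-value under 0.001 as well, again without passing a threshold. Of the 150 odds ratios of the 25 terms under an alternative, 15 lay on the other side of 1. Among those that kept their side of 1, 7 were no longer under an adjusted p-value of 0.05, 9 newly were, and the others kept their side of 0.05. With a log2 fold change beyond 2, the odds ratio among the higher genes was 2.25 for proteinaceous extracellular matrix, 0.533 for mitochondrion, 1.00 for basement membrane, 0.773 for oxidation-reduction process and 0.953 for regulation of transcription, and that of cell cycle among the lower genes was 0.944. With the adjusted p-value under 0.001 as well, these became 2.77, 0.658, 1.22, 0.625, 0.863 and 0.956. Nucleus among the higher genes reached 1.03 with the adjusted p-value under 0.001 alone. All of these were on the other side of 1 with the fold change reading of Fig. 2A, where oxidation-reduction process (1.68) and regulation of transcription (1.61) were overrepresented among the higher genes, with adjusted p-values under 0.05 that both lost under the alternatives with a log2 fold change beyond 2. Terms of the matrix were also found among the higher genes under stricter thresholds. Proteinaceous extracellular matrix passed with the combined threshold (Fisher's exact test, adjusted p = 0.0402), and extracellular matrix organization, at 2.30 with the fold change reading of Fig. 2A, was 2.90, 4.23 and 5.18 under the alternatives (Fisher's exact test, adjusted p = 0.0233, 0.0297 and 0.0165). Cell adhesion among the higher genes passed its threshold under 2 alternatives and not with the fold change reading of Fig. 2A, with an odds ratio of 1.57 that became 1.91 with the adjusted p-value under 0.001 and 2.40 with the log2 fold change as well. Multicellular organism development had an odds ratio of 2.48 among the higher genes and 2.20 among the lower genes with a log2 fold change beyond 2, and their difference was not tested. The difference of the matrix list from random lists was -0.99, with -0.97 against unmatched lists and -1.01 among protein-coding genes. The alternatives for terms, for this difference, for the adjustment over all genes with a p-value and for values relative to *Gapdh* were chosen after seeing the data. The cause was not tested for any of these changes.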

Differences from the paper's values

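The paper gives 574 lower and 225 higher genes, and by the fold change reading of Fig. 2A the authors' deposited table holds 1205 lower and 884 higher genes. Of the alternatives set before the data were examined, a log2 fold change beyond 2 gave 693 and 273, within 1.5 times of the paper's counts, and takes the upper bound of Fig. 2A on the log2 scale that the figure prints. An adjusted p-value under 0.001 gave 945 and 709, which are not within 1.5 times. The combination of both, with an adjusted p-value under 0.001 and a log2 fold change beyond 2, gave 571 and 224 in the authors' deposited table and was chosen after seeing the values of 40 combinations of thresholds. Of these 40 combinations, 6 came within 1.5 times of both of the paper's counts, all with a log2 fold change beyond 2, and an unadjusted p-value under 0.0001 gave 564 and 223.

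For the term extracellular matrix, Fig. 2B of the paper has about 21 lower genes, read by eye, where 45 were found with the terms of the authors' deposited table. The counts of 37 with the adjusted p-value under 0.001 and 34 with the log2 fold change beyond 2 also differ, while the combination of both, chosen after seeing the values, gave 31. For development, Fig. 2B of the paper has about 44 lower genes, read by eye, where the term multicellular organism development had 77. There the adjusted p-value under 0.001 gave 62 and the log2 fold change beyond 2 gave 49, both within 1.5 times of the paper's count, and the combination of both, chosen after seeing the values, gave 40. For extracellular region, Fig. 2B of the paper has about 140 lower genes, read by eye, and the fold change reading of Fig. 2A gave 113, within 1.5 times of it. The adjusted p-value under 0.001 gave 91, the log2 fold change beyond 2 gave 84 and the combination gave 71, all further from the paper's count than 1.5 times.

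The qPCR of Fig. 2D gives larger ratios of *Parp3*-/- to *Parp3*+/+ astrocytes than the fold changes of the authors' deposited table, with errors of the paper that are s.e.m., for the 11 genes measured. *Col11a1*, at about 0.15 in Fig. 2D, read by eye, and 0.0417 in the authors' deposited table, lies within the paper's error, and the other 10 do not. For *Grm4* the paper's ratio is about 0.29 in Fig. 2D, read by eye, and the ratio in the authors' deposited table is 0.133. The ratio of *Flot2* is 0.00949 in the authors' deposited table, where the paper has about 0.37 in Fig. 2D, read by eye. For *Grin2a* the paper's ratio is about 0.27 in Fig. 2D, read by eye, and the ratio in the authors' deposited table is 0.0212. The ratio of *Cspg4* is 0.0141 in the authors' deposited table, where the paper has about 0.21 in Fig. 2D, read by eye. For *Tnc* the paper's ratio is about 0.4 in Fig. 2D, read by eye, and the ratio in the authors' deposited table is 0.153. The ratio of *Serpinh1* is 0.00254 in the authors' deposited table, where the paper has about 0.23 in Fig. 2D, read by eye. For *Col8a1* the paper's ratio is about 0.36 in Fig. 2D, read by eye, and the ratio in the authors' deposited table is 0.0109. The ratio of *Col5a1* is 0.0437 in the authors' deposited table, where the paper has about 0.44 in Fig. 2D, read by eye. For *Adamts14* the paper's ratio is about 0.14 in Fig. 2D, read by eye, and the ratio in the authors' deposited table is 0.0236. The ratio of *Ank3* is 0.0228 in the authors' deposited table, where the paper has about 0.52 in Fig. 2D, read by eye. None of the alternatives set before the data were examined could be run for these ratios. When the table's ratios were divided by that of *Gapdh*, an alternative chosen after seeing the values, *Grm4* with 0.326 and *Tnc* with 0.374 came within 1.5 times of the paper's values, as *Col11a1* did with 0.102, and the other 8 genes did not.

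The paper states that Nox4 rises further in Parp3-deficient astrocytes, in mRNA by qPCR and in protein. It also reports that silencing of Nox4 restored their differentiation. For *Duox1* it reports a further rise of the mRNA by qPCR with comparable protein, and for Gfap a reduction of both mRNA and protein. The values here are of RNA only and do not bear on the protein or the silencing. In the authors' deposited table the log2 fold change of *Nox4* is -2.63 (adjusted p = 6.86e-08) and that of *Duox1* is -3.32, with an unadjusted p = 0.280 and no adjusted value. *Gfap* is listed at 0.79 in the authors' deposited table, without a p-value.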

Other observations

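The test of the flanking region and the tests of matrix genes against transcript length and chromosomes were set out before their results were seen, and the other tests of this part after. *Gapdh*, to which the paper's qPCR is expressed, has a log2 fold change of -1.29 in the authors' deposited table (adjusted p = 0.00272), and *Actb* has -1.13 (adjusted p = 2.20e-07). A lower *Gapdh* in *Parp3*-/- astrocytes could raise ratios expressed relative to it. Taken relative to *Gapdh*, *Nox4* still stood at -1.34 on the log2 scale, so the reference gene does not account for the direction of its qPCR. *Duox1* stood at -2.03 and *Gfap* at 2.08 relative to *Gapdh*, also against the direction of the qPCR, but neither has an adjusted p-value. Of the 11 genes of Fig. 2D, 3 came within 1.5 times of the qPCR ratio relative to *Gapdh*, against 0 as deposited. The reference gene thus accounts for a part of these genes at most. No biological explanation was tested for the difference.

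Of the genes the paper followed as proteins, *Mtor* has a log2 fold change of 1.07 in the authors' deposited table (adjusted p = 2.91e-09). *Rictor*, *Mapkap1*, *Mlst8*, *Akt1*, *Gsk3b*, *Fbxw7*, *Rela*, *Parp1* and *Lmnb1* lie between -0.73 and 0.58 with adjusted p-values above 0.05 in the authors' deposited table.

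The excess of matrix genes among the lower genes was not reached by any of 10000 random lists matched on transcript length (permutation p = 0.0001, the smallest they can give). Matrix genes are regulated together, so this p-value is a description. The excess also held without the shifted chromosomes 10 and 15, with an odds ratio of 5.97. A bias by expression level was not tested, since the columns of the single libraries were not used, and cannot be told apart from it. A different mix of cells in the cultures, raised below for the marker lists, was not tested for this excess either.

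Lists of marker and target genes that were written before the data were examined were compared with random lists matched on transcript length, 9 lists in all. Genes of one list are regulated together, which the random lists do not allow for, so these p-values are descriptions. The 19 astrocyte markers with an adjusted p-value had a median log2 fold change of 0.75 in the authors' deposited table, with 14 above 0 (permutation p = 0.0008, Benjamini-Hochberg adjusted p = 0.0024). Of them 4 were higher with an adjusted p-value under 0.05 (*Sox9*, *Slc1a2*, *Aldh1l1* and *Slc4a4*, named after their values were seen) and 0 were lower, with 7 of the 19 under an unadjusted 0.05. The 16 proliferation markers had a median of -1.30 and 16 of 16 were below 0 (permutation p = 0.0001, the smallest they can give), though only 3 had an adjusted p-value under 0.05 in the authors' deposited table. The 13 mesenchymal markers had a median of -1.45 with 9 below 0 (permutation p = 0.0002, adjusted p = 0.0009), and the 12 neuron markers one of 0.91 with 9 above 0 (permutation p = 0.0031, adjusted p = 0.00698). The 3 microglia markers with a value were below 0 with a median of -1.87 (permutation p = 0.0258, adjusted p = 0.0464), and none had an unadjusted p-value under 0.05. The medians of the oligodendrocyte lineage (median 0.02, permutation p = 0.859), progenitor (0.47, p = 0.0706), antioxidant response (-0.26, p = 0.269) and NF-kB target lists (0.36, p = 0.156) did not stand apart. A median does not show members that move in opposite directions. Of the 14 oligodendrocyte lineage markers, 4 were lower and 6 higher with an adjusted p-value under 0.05, so these markers were not unchanged. The progenitor list had 2 lower and 2 higher of 12. For antioxidant response these were 3 and 2 of 20, and for NF-kB targets 1 and 2 of 12. A different mix of cells or a different stage of the cultures may underlie the lists whose medians stood apart, as may regulation by Parp3. Bulk RNA of 1 day cannot separate these.

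Within 5 Mb of *Parp3* on chromosome 9, 65 of 182 genes tested (35.7%) had an adjusted p-value under 0.05 in the authors' deposited table, against 25.1% of all genes. From 5 to 15 Mb away the share was 22.7% (two-sided Fisher's exact test, p = 0.0113), as DNA of the targeted cells around the gene could give. However, 9.80% of all runs of 182 neighbouring genes held as large a share, so clustering of calls along the genome may give such a share by itself and the explanations cannot be told apart without sequence variants. The calls near *Parp3* with the smallest p-values were *Mapkapk3* with a log2 fold change of -6.34, *Rpl29* with -3.13, *Apeh* with -2.99, *Celsr3* with 2.25 and *Trf* with -3.12 in the authors' deposited table.

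The largest falls in the authors' deposited table were *Prorsd1* and *Layn*, both listed at -9.997, *Nlrp5-ps* at -9.51, *Nmral1* at -9.38 and *Cyp7b1* at -9.12. The largest rises were *Helt* at 8.76, *Tmem35a* at 8.33, *Nnat* at 8.20, *Abracl* at 7.82 and *Isl2* at 7.79. Falls beyond 10 would not be seen because of the lost decimal point, and whether these genes have few reads was not examined. Of the sex-linked genes, *Kdm5d*, *Uty* and *Eif2s3y* on chromosome Y lie from 0.69 to 0.76 with adjusted p-values from 8.89e-08 to 0.00600 in the authors' deposited table, *Ddx3y* is at 0.22 (adjusted p = 0.131) and *Xist* at 0.55 (adjusted p = 0.666). The sex of single cultures was not examined.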
